# Isovalerylspiramycin I suppresses non-small cell lung carcinoma growth through ROS-mediated inhibition of PI3K/AKT signaling pathway

**DOI:** 10.7150/ijbs.69989

**Published:** 2022-05-21

**Authors:** Zeyu Liu, Moli Huang, Yue Hong, Shaoyang Wang, Yongle Xu, Cheng Zhong, Jingyuan Zhang, Zhengping Zhuang, Shan Shan, Tao Ren

**Keywords:** Isovalerylspiramycin I (ISP-I), Non-small cell lung cancer (NSCLC), apoptosis, G2/M arrest, ROS, PI3K/AKT signaling pathway

## Abstract

Novel drugs are required for non-small cell lung cancer (NSCLC) treatment urgently. Repurposing old drugs as new treatments is a practicable approach with time and cost savings. Some studies have shown that carrimycin, a Chinese Food and Drug Administration (CFDA)-approved macrolide antibiotic, possesses potent anti-tumor effects against oral squamous cell carcinoma. However, its detailed component and underlying mechanisms in anti-NSCLC remain unknown. In our study, isovalerylspiramycin I (ISP-I) was isolated from carrimycin and demonstrated a remarkable anti-NSCLC efficacy in vitro and in vivo with a favorable safety profile. It has been proven that in NSCLC cell lines H460 and A549, ISP-I could induce G2/M arrest and apoptosis, which was mainly attributed to ROS accumulation and subsequently PI3K/AKT signaling pathway inhibition. Numerous downstream genes including mTOR and FOXOs were also changed correspondingly. An observation of NAC-induced reverse effect on ISP-I-leading cell death and PI3K/AKT pathway inhibition, emphasized the necessity of ROS signaling in this event. Moreover, we identified ROS accumulation and PI3K/AKT pathway inhibition in tumor xenograft models in vivo as well. Taken together, our study firstly reveals that ISP-I is a novel ROS inducer and may act as a promising candidate with multi-target and low biological toxicity for anti-NSCLC treatment.

## Introduction

Lung cancer is the second most commonly diagnosed cancer worldwide, causing over 1.8 million deaths in 2020 1. Although diagnostic and therapeutic methods have markedly improved, the prognosis of lung cancer continues to be poor with a 5-year survival rate of only 23% 2. NSCLC is the most prevalent histological subtype of lung cancer, accounting for 85-90% of all cases 3. The first choice of treatment for NSCLC is surgical removal, however, high risk of postoperative recurrence is still the biggest challenge and associates with significantly reduced survival 4. Besides, a considerable number of patients with advanced NSCLC are inoperable 5. Chemotherapy and radiotherapy are still the basic anticancer strategies in the treatment of lung cancer 6, yet its efficacy and adverse side effects issues occur frequently and result in cancer recurrence and lethal outcomes 7. In recent years, the emerging immunotherapy and molecular targeted therapy have made great contributions to the precision NSCLC treatment. Nevertheless, only a small fraction of NSCLC patients can benefit from these two approaches due to its exactly genetic mutation matching and high prices 8-11. In addition, emergence of drug resistance has limited the benefit of immunotherapy and molecular targeted therapy, especially single-target inhibitors; thus, they cannot provide long-term survival for most patients 10, 11. Consequently, novel anticancer agents to inhibit NSCLC with low biological toxicity and multi-target are urgently needed.

Recent studies have shown that tumor cells possess a higher level of ROS and are easier to reach the toxic threshold, thus, further ROS accumulation can act as an effective means of tumor inhibition while normal cells are less or not affected 12. The overproduction of ROS in NSCLC is served as an initiator and can trigger multiple pathways alterations related to apoptosis, cell cycle and protein synthesis. One prototypical example is the PI3K/AKT signaling pathway 13. Numerous genes (PIK3CB, AKT1, MTOR, FOXOs, CDKN1A etc.) is involved in PI3K/AKT signaling pathway and can induce expression and activation of multiple receptor tyrosine kinases (RTKs) 14. Each step in the RTK cascade can be a potential therapeutic target and multi-targeted RTK inhibitors are clinically effective against tumors 15. Taken together, novel ROS inducer may act as a promising attempt in the development of anti-tumor agent with multi-target and low biological toxicity.

Developing new drugs is a very expensive and time-consuming process 16. In recent years, “new uses of old drugs” gets great attentions and provides an abundant source for novel anti-tumor agents 17. Carrimycin is a CFDA-approved newly synthesized macrolide antibiotic, which possesses excellent bioavailability and biosafety in phase I to III clinical trials. Previous studies have revealed that carrimycin can regulate cell physiology, proliferation and immunity through inhibition of protein synthesis, and exhibits a potential anti-tumor activity against oral squamous cell carcinoma 18. Accordingly, we hypothesize that carrimycin may have the properties of anti-NSCLC, which needs further explore.

To exactly clarify the pharmacological mechanism of carrimycin, we isolated and purified the active component of carrimycin, Isovalerylspiramycin I (ISP-I). The efficacy of ISP-I on the inhibition of NSCLC and its underlying mechanisms were evaluated in the current research. We revealed that ISP-I significantly inhibited NSCLC growth both in vitro and in vivo via excessive ROS accumulation, which mediated PI3K/AKT signaling pathway inhibition. In summary, our study reveals that ISP-I is a novel ROS inducer and may be a promising candidate with low biological toxicity and multi-target ability for anti-NSCLC treatment.

## Materials and methods

### Reagents and antibodies

ISP-I (95.9% purity) was procured from Shanghai Tonglian Pharmaceutical Co., Ltd. (China). For cell experiments, ISP-I was dissolved to 100mM stock concentration in DMSO (Sigma) and diluted to appropriate concentrations with cell culture medium (final DMSO concentration in culture medium was no greater than 0.015%). For animal experiments, ISP-I was dissolved in Polyethylene glycol (PEG; Sigma), vegetable oil and Tween-80 (Sigma) mixed solvents (v:v:v = 9.5:9.5:1) at 24mg/ml, and then diluted to the final concentration with sterilized water.

The CCK-8 solution, DCFH-DA and crystal violet solution were all procured from Beyotime (Shanghai, China). Dihydroethidium (DHE, #D7008) and N-acetyl-l-cysteine (NAC, A9165) were provided by Sigma (MO, USA). The antibodies used in our research were provided in Supplementary Table S1.

### Cell lines and culture

Human NSCLC cell lines (H460 and A549) as well as human lung epithelial cells (Beas2B) were acquired from Chinese Academy of Sciences cell bank. Beas2B was grown in DMEM (Gibco, Grand Island, NY, USA) while H460 and A549 were grown in RPMI-1640 (HyClone, Logan, UT, USA) at 37 °C in a humidified 5% CO_2_ environment. Media were both supplemented with 10% fetal bovine serum (FBS, HyClone, Logan, UT, USA) and streptomycin/penicillin (1%, Gibco, Grand Island, NY, USA). A Nikon Eclipse Ts2 inverted microscope (100× magnification) was used to observe and image cell morphology and numbers.

### CCK-8 assay

Cells were seeded in 96-well plates at 4 × 10^3^ cells/well followed by overnight incubation. Next, they were treated with different doses of ISP-I or DMSO (control) for 24, 48 and 72 h. NSCLC cells after the different treatments were incubated with CCK-8 solution (1:10 dilution) for 1h at 37°C. Fluorescence for every plate was measured by SpectraMax® absorbance reader (Molecular Devices) at 450 nm. The half-maximal inhibitory concentrations (IC50) were evaluated by GraphPad Prism version 8.3.0 software.

### Colony formation assay

Cells cultured in 6-well plates (10^3^ cells/well) were allowed to attach followed by overnight incubation and treatment with varying of ISP-I or DMSO (control) doses. After different treatments for 24 h, drug-comprising media were exchanged with complete culture media. Medium replacement was done after every 3 days until the surviving cells formed visible colonies 14 days later. Then, we stained the colonies with crystal violet (0.5%, 20 min) and washed thoroughly. Visible colonies with ≥ 50 cells were enumerated.

### Cell apoptosis and cell cycle assay

Cells in 6-well plates (2 × 10^5^ cells/well) were incubated overnight, then treated with 5μM, 10μM, 15μM of ISP-I or DMSO (control) for 48h. Apoptosis was estimated by the Annexin V-FITC/PI Apoptosis Kit (AP101, MULTI Sciences), and was detected by flow cytometry (CytoFLEX LX; Beckman Coulter, Inc., USA). Operations were carried out according to kit instructions. Data were processed by CytExpert software (Beckman Coulter, USA). Cell cycles were evaluated by the Cell Cycle Assay Kit (CCS012, MULTI Sciences) and measured using flow cytometry (BD Accuri C6 flow cytometer, BD Biosciences, USA). Results were analyzed by ModFit software.

### RNA-sequencing analysis

Total RNA extraction from non-treated as well as ISP-I (10μM) treated NSCLC cells (3 replicates per group) was done by TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and RNeasy Mini Kit (Qiagen, Valencia, CA, USA). The concentrations, quality as well as integrity of extracted RNA were assessed by NanoDrop spectrophotometry (Thermo Scientific). Then, 3 micrograms of RNA (RIN 10.0) from each sample were utilized as input materials for preparation of RNA samples. Samples were sequenced and analyzed by Shanghai Personal Biotechnology Cp. Ltd. Briefly, sequencing libraries were constructed by TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA), quantified using qRTPCR and the Agilent high sensitivity DNA assay on Bioanalyzer 2100 system (Agilent), and then sequenced on Illumina Novaseq 6000 system to generate 150bp pair-end reads. The reads, filtered by FastQC, were mapped to human genome (hg38) using HISAT2 software. Read counts were calculated using HTSeq v0.9.1 and output as FPKM upon normalization. Differentially expressed genes (DEGs) were defined as fold change > 2 and normalized p < 0.05. Heatmap of DEGs was drawn by R. Gene Ontology (GO) (http://www.geneontology.org/) was used for analysis biological processes (BP) while the Kyoto Encyclopedia of Genes and Genomes (KEGG) for pathway analysis. DEGs were subjected to GO_BP enrichment, KEGG analysis as well as Gene Set Enrichment Analysis (GSEA). Circle plots were drawn to depict the related DEGs involved in biological process terms of interest. Raw data and processed data were uploaded to GEO database (accession number: GSE 200370).

### Quantitative real-time PCR analysis (qRTPCR)

Total RNA was prepared as mentioned above, after which 1μg of isolated RNA was utilized in reverse transcription assays using a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) as indicated by the manufacturer.

RT-PCR analysis were performed in a reaction volume of 20μl, including 10ng of cDNA, 200 nM each of forward as well as reverse primer, 1x Power SYBR Green Master Mix (Applied Biosystems) and ddH2O, followed by amplification using the QuantStudio 5 System (Applied Biosystems). Supplementary Table S2 showed the primers used in this study. Final normalized expression values were analyzed using 2-△△CT method relative to the endogenous control GAPDH.

### Measurement of ROS

Cells were seeded at 2 × 10^5^ cells/well in 6-well plate and 10^5^ cells/dish in a 35-mm glass bottom dish (Nest, Shanghai). After an overnight culture, 10μM ISP-I or DMSO (control) with or without 2mM NAC (a ROS scavenger) was supplemented to cells and incubated for 48 h 19-21. Treated cells were then loaded with DCFH-DA (1:1000 dilution) and incubated at 37 °C for 30 min. Removal of excess DCFH-DA was performed by washing with RPMI 1640 medium. Cell esterases could hydrolyze DCFH-DA to form DCFH, which was oxidized to fluorescent DCF by intracellular ROS 22. Fluorescent intensity of DCF was evaluated by flow cytometry, which was performed on Beckman CytoFLEX LX, followed by analysis using CytExpert software. DCF fluorescent intensity was also visualized by confocal microscopy (Olympus IX83, Tokyo, Japan) with an excitation laser at 473 nm and power at ~0.1 mW level. Image J was used to measure mean fluorescence intensity (MFI).

### Western blotting

Total protein extraction from cells was done by the RIPA buffer (#9806, Cell Signaling technology) supplemented with 1× Halt™ protease and protein phosphatase inhibitor cocktail (#78440, Thermo Scientific), and tumor tissue protein was obtained using tissue protein extraction kit (PC201, Epizyme) according to the instruction manuals. The Separation of equivalent amounts of proteins (20µg) was done using different concentrations (6%, 10%, 12.5%) of SDS-PAGE gel (PG110, PG112, Epizyme), and transferred to PVDF membrane, followed by blocking with QuickBlock™ Blocking Buffer (P0252, Beyotime). Then, they were washed thoroughly with TBST and incubated at 4 °C immersed with the primary antibodies overnight. Membranes were washed thrice and then incubated with secondary antibodies (2 h, 25°C). NcmECL Ultra (P10100A, P10100B, New Cell &amp) were used to visualize immunoreactive proteins via Bio-Rad ChemiDoc Imaging system.

### Xenograft tumor model

5×10^6^ H460 and A549 cells were subcutaneously administered into right flanks of male nude mice (5 weeks old, Shanghai South Model Biotechnology Co., Ltd.). When tumors reached approximately 100mm^3^, tumor-bearing mice were grouped randomly (n = 5/group) for daily oral gavage of ISP-I (30 or 60 mg/kg, experimental groups) or vehicle (water containing PEG, vegetable oil and Tween-80, control group) for 18days. Tumor sizes were determined every three days, and were calculated with the formula V = π/6(length×width^2^). When the largest tumors approached 2000 mm^3^ (day18, endpoint), mice were sacrificed, and tumors were harvested and weighed.

### Hematoxylin and eosin (HE) and immunohistochemistry (IHC) staining

Tumor tissues and organs of each group were fixed, paraffin-embedded, and sectioned into three-micrometer-thick. Sections were then deparaffinized in xylene after which decreasing ethanol concentrations were used for rehydration. HE staining was conducted following standard protocols for routine analysis. Briefly, staining of deparaffinized sections with hematoxylin was done for 5 min followed by dipping in 1% of acid ethanol and 1% ammonia water. Then, they were eosin-stained for 5 min. For IHC staining, after antigen repair with tetra-acetic acid (EDTA) buffer (PH8.0), sections were incubated in H2O2 solution (3%) to block endogenous peroxidase. Next, they were incubated with primary antibody (Ki-67, 1:200; cleaved caspase-3, 1:100) overnight at 4 °C and then with secondary antibody (HRP-conjugated goat anti-rabbit antibody, 1:100) for 2 h at RT. Immunohistochemical reactions were developed in a substrate solution of DAB and nuclei were counter-stained by hematoxylin. At last, slides were dehydrated with graded alcohol and cleared in xylene. The brown granules in the nucleus or cytoplasm represented positive expression of Ki-67 as well as cleaved caspase-3. The slides were observed and photographed under light microscopy (Olympus IX53, Tokyo, Japan).

### Dihydroethidium (DHE) staining

A portion of the tumor tissue from different groups were immediately frozen in OCT embedding agent (Sakura, 4583), and then cut into 6μm thick frozen sections by Thermo FINESSE 325. The frozen tumor tissue sections were next incubated with 20μM DHE (37°C, 30 min) in darkness. Afterwards, sections were thoroughly washed and photographed by a fluorescence microscope (Olympus BX53, Tokyo, Japan).

### Blood biochemical analysis

ISP-I (30 or 60 mg/kg, experimental groups) or vehicle (water containing PEG, vegetable oil and Tween-80, control group) were administered daily by oral gavage in nude mice. After 18 days, blood samples were collected from the mice of above groupings by removing eyeballs for serum biochemical analysis. The fresh blood samples were clotted for 2 h at room temperature, and then centrifuged (1000× g, 15 min) at 4°C to obtain serum. 200 μL serum was aliquot and analyzed of liver and kidney function indicators including alanine transaminase (ALT), aspartate transaminase (AST), albumin (ALB), blood urea nitrogen (BUN) and creatinine (Cr) by an automated Chemray 240 clinical analyzer (Rayto, Shenzhen, China).

### Orthotopic lung tumor model

To directly detect the efficacy of ISP-I against NSCLC, we generated orthotopic lung tumors in nude mice by tail vein injection with 1 × 10^6^ H460 or A549 cells. After tumor formation in the lung was ensured using a Skyscan-1176 microCT scanning, we divided the tumor-bearing mice into three groups (4 per group) randomly for daily oral gavage of ISP-I (30 or 60 mg/kg) or vehicle as mentioned above. Mice were sacrificed after 18 days of treatment and lungs from each mouse were taken out for HE staining. The number and size of tumors in the lung were evaluated by gross and histology analysis.

All animal procedures in this study were conducted under IACUC guidelines and approved by the Ethics Committee of Shanghai Jiao Tong University affiliated Sixth People's Hospital.

### Statistical analysis

All results were expressed as mean ± standard deviation (S.D.). Mean values were calculated from data obtained from three independent experiments, each performed in triplicate unless otherwise mentioned. Unpaired Student t test (group=2) and one way ANOVA followed by Dunnett's multiple comparisons test (group≥3) were used to compare the differences between groups. All statistical analysis were done by GraphPad Prism software 8.3.0. P < 0.05 was the cut-off for statistically significant.

## Results

### ISP-I suppressed the proliferation of NSCLC cells

Purity and chemical structure of ISP-I were shown in Fig. 1A. Fig. 1B, C, shows that ISP-I dose- and time-dependently reduced cell viabilities. The IC50 doses of ISP-I for H460 and A549 were 8.648μM and 12.66μM, respectively (Fig. 1C). Then, we treated NSCLC cell lines with ISP-I for 24 h and evaluated colony formation abilities and growth 2 weeks later. It was revealed that colony formation was dose-dependently inhibited by ISP-I (Fig. 1D). Moreover, to evaluate cell toxicity effects of ISP-I in human normal lung epithelial cells, we next treated BEAS-2B with ISP-I. The IC50 doses of ISP-I for BEAS-2B were above 20 μM (Fig. 1E), which was greater than its efficacy doses in NSCLC cells. The cell morphology and number of NSCLC cells (Supplementary Fig. S1) and BEAS-2B cells (Fig. 1F) were observed after treatment with ISP-I at various dosages for 48h. These findings imply that ISP-I toxicity was selective to NSCLC cells, when compared to normal cells.

### ISP-I induced apoptosis and G2/M arrest in NSCLC cells

We analyzed apoptosis and cell cycle in H460 and A549 to further determine the details of ISP-I induced cytotoxicity in NSCLC. Here, we revealed that 48 h treatment with ISP-I at a gradually increased dose of 5μM, 10μM and 15μM induced 11.22%, 26.95%, 40.55% apoptosis in H460 and induced 9.54%, 19.01%, 27.09% apoptosis in A549 cells (Fig. 2A). To additional validate our cell apoptosis data, we checked mitochondria-induced endogenous apoptosis associated genes BAX, BBC3 (Puma) and BCL2 expression levels 23, and also examined activation of caspase-9 (endogenous apoptosis initiator), caspase-8 (exogenous apoptosis initiator) and caspase-3 (apoptosis executioner) in the treated samples (Fig. 2B). These results implied that ISP-I induced both endogenous apoptosis and exogenous apoptosis meanwhile.

With regards to the mechanism of anti-proliferative effects of ISP-I, Fig. 2C showed that ISP-I treatment for 48h obviously ascended the abundance of cells in G2/M phase. The transition from G2 phase to mitosis was initiated by activated cyclin B1/cdc2 complex, which could be inhibited by the increased p21 24, 25. As shown in Fig. 2D, ISP-I elevated phospho-cdc2 and p21 whilst suppressing cyclin B1 and cdc2 protein levels. Collectively, the above results indicated that ISP-I caused G2/M arrest by altering vital molecules during G2/M phase transitions.

### The anti-tumor effect of ISP-1 depended on ROS accumulation

To explore the possible mechanisms of ISP-I-induced apoptosis and G2/M arrest, we performed RNA-seq comparisons of NSCLC cells after ISP-I (10μM) treatment for 48h. 

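RNA was sequenced from 3 non-treated (control) and 3 ISP-I-treated replicates of H460 and the same numbers of A549, 12 libraries in all. Whether the replicates were separate cultures is not stated for the sequencing, and the p values here treat the libraries as independent. The values used here were the authors' deposited FPKM, the fragments counted on a gene scaled by its length and by the library's total. In every library, 100% of the values times gene length were whole multiples of the value of a single read, so the reads behind each value were recovered. Reads on genes numbered 14388043 to 15188619 in H460 controls (median 14899342), 14839238 to 17874422 in H460 with ISP-I (median 16656614), 14225849 to 14766352 in A549 controls (median 14698733) and 14342949 to 15686651 in A549 with ISP-I (median 14932118). Of the genes listed, 1924 had no reads in any library. Pairs of libraries of the same group differed by 3.03 to 98.7 times the variance of read sampling alone (chi-square per degree of freedom), so none was a copy or a repeat run of another. The widest pair was ISP-I libraries 2 and 3 of H460. A library is named here by its place within its group, because the columns tell only the line and the treatment. Whether reads were counted by strand is not stated, so reads from an antisense neighbour may be included in a gene's value.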

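In H460, 13423 genes had a mean FPKM of at least 0.1 and were tested, and 1409 were higher and 2047 lower after ISP-I (fold change over 2 and adjusted p under 0.05, limma on log2(FPKM + 1) with Benjamini-Hochberg adjustment). In A549, 575 were higher and 481 lower of 13705 tested. At any fold change, 3711 and 5576 genes passed the same adjusted p in H460, and 4185 and 3702 in A549. Of the alternatives, limma voom on the recovered reads, chosen after the data were seen, moved the numbers most. It gave 3080 higher and 2751 lower in H460 and 1354 and 1243 in A549 with median-of-ratios factors, and 2375 and 3651 in H460 and 1393 and 1197 in A549 with library totals. Of the H460 calls, 40.8% were higher, and the median log2 fold change of all genes was -0.15. Scaling FPKM by median-of-ratios moved that median by 0.16 and gave 1928 higher and 1441 lower, 57.2% higher, so the balance of rises and falls in H460 depended on the scaling and log2 fold changes in H460 are to be read relative to that shift. The same scaling gave 554 higher and 505 lower in A549. Leaving out 1 library at a time gave 1327 to 1553 higher and 1965 to 2199 lower in H460, and 556 to 607 and 480 to 499 in A549. Among genes with a mean of at least 5 FPKM over the line's libraries and no overlap between the groups (10% by chance for 3 against 3 in either direction), EGR1 (chromosome 5, 138465479 to 138469303) rose most in H460, from 2.24 ± 0.252 to 760.8 ± 86.8 FPKM (mean ± SD; log2 fold change 7.87, SE 0.132, limma with Benjamini-Hochberg adjusted p 3.51e-08). NOTCH3 (chromosome 19, 15159038 to 15200995) fell most there, from 45.9 ± 2.83 to 0.497 ± 0.0291 (-4.97, SE 0.106, adjusted p 3.76e-08). In A549, DHRS2 (chromosome 14, 23630115 to 23645639) rose most, from 0.699 ± 0.0573 to 95.3 ± 1.56 (5.83, SE 0.065, adjusted p 2.96e-09). CPLX2 (chromosome 5, 175796310 to 175884021) fell most there, from 141.9 ± 14.3 to 5.27 ± 0.299 (-4.51, SE 0.087, adjusted p 5.25e-08). These rankings are on log2(FPKM + 1). As plain ratios of mean FPKM, IL24 rose more than EGR1 in H460 (481.8 against 339.8). In A549, IL24 rose more than DHRS2 (1431 against 136.4) and CLDN2 fell more than CPLX2 (0.0248 against 0.0371). IL24 in A549 controls was near the floor (0.01146 ± 0.01985 FPKM), so the size of its ratio there is not reliable. Of 12708 genes tested in the 2 lines, 353 were called higher in each and 309 lower in each, and 6 were called in opposite directions (1 higher in H460 and 5 higher in A549). The log2 fold changes of the lines correlated with Pearson r 0.666 and Spearman rho 0.643 across genes, which are not independent replicates. Of 987 genes called in A549, 924 (93.6%) changed in the same direction in H460 and 662 (67.1%) were called there in that direction. The change differed between the lines by more than 2-fold in 2234 of 13953 genes (interaction, limma with Benjamini-Hochberg adjusted p under 0.05). The difference, H460 minus A549, was positive for 827 of them and negative for 1407, and a negative difference includes genes that fell more in H460, such as NOTCH3.

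**Figure D1:**
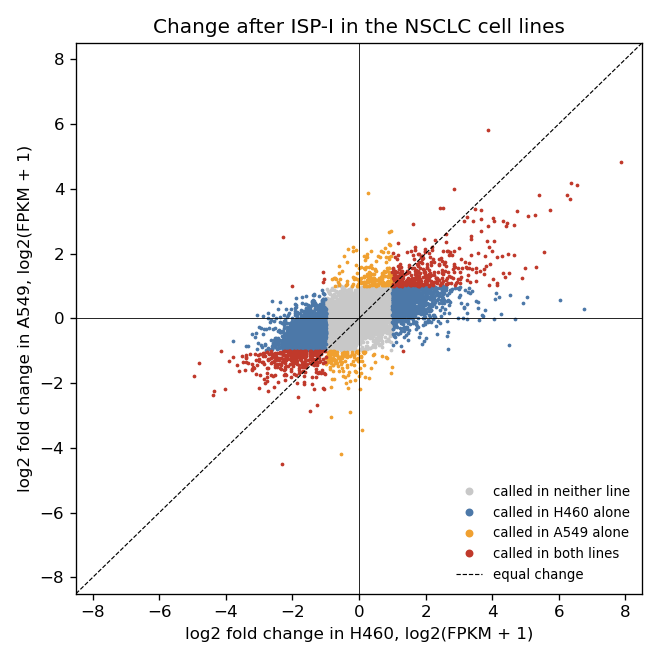
Log2 fold change after ISP-I (10 µM, 48 h) in H460 and in A549, on log2(FPKM + 1), for each gene tested in the 2 lines. Grey, called in neither; blue, in H460 alone; orange, in A549 alone; red, in each line. The dashed line marks an equal change.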

The results demonstrated that 3571 genes were up-regulated and 2790 genes were down-regulated after ISP-I treatment in H460, similar results were observed in A549 (Fig. 3A, 3B). We analyzed DEGs by Gene Ontology (GO) enrichment analysis. Here, we focused on the BP. 

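The deposited table annotates genes directly with GO terms, and the genes carrying 3 terms on reactive oxygen were counted among the DEGs (2-sided Fisher's exact test, Benjamini-Hochberg adjusted over 5 terms and 2 lines, direct annotations only). Cellular response to oxidative stress had 38 DEGs of 87 tested genes in H460 (43.7% against 25.6% of the other genes, odds ratio 2.25, adjusted p 0.00296) and 15 of 89 in A549 (odds ratio 2.45, adjusted p 0.00974). Response to oxidative stress had 33 of 101 in H460 (odds ratio 1.4, adjusted p 0.172) and 19 of 109 in A549 (odds ratio 2.56, adjusted p 0.00385). Response to reactive oxygen species had 10 of 17 in H460 (odds ratio 4.13, adjusted p 0.00974) and 3 of 16 in A549 (odds ratio 2.77, adjusted p 0.172). The odds ratios of these 3 terms were higher for genes that fell than for genes that rose, except for the response to reactive oxygen species in A549 (1.83 against 3.27). For genes called lower alone, the cellular response to oxidative stress had odds ratios of 2.39 in H460 (adjusted p 0.00465) and 3.13 in A549 (0.0132), against 1.37 (0.419) and 1.66 (0.419) for genes called higher alone. The response to oxidative stress in A549 had 3.13 (0.00768) for lower and 1.82 (0.287) for higher genes, and the response to reactive oxygen species in H460 had 3.04 (0.0855) and 2.63 (0.287). Tested beside every direct term of 10 to 500 genes (1-sided), 4 of 3536 terms in H460 and 21 of 3595 in A549 had an adjusted p under 0.05. In that test the cellular response to oxidative stress ranked 9 in H460 (adjusted p 0.0805) and 69 in A549 (0.16), the response to oxidative stress 475 (0.532) and 31 (0.0715), and the response to reactive oxygen species 69 (0.191) and 633 (0.665). A hand-written list for the response to oxidative stress had 60 of 154 genes called in H460 (39.0%; odds ratio 1.86, adjusted p 0.00112) and 32 of 158 in A549 (20.3% against 7.6%; odds ratio 3.11, adjusted p 2.77e-06). The called genes of that list were 30 higher and 30 lower in H460 and 20 higher and 12 lower in A549. For genes called higher alone, its odds ratios were 2.09 in H460 (adjusted p 0.00318) and 3.39 in A549 (8.08e-05). For genes called lower alone they were 1.35 (0.191) and 2.29 (0.0876). Counting genes that passed the adjusted p at any fold change moved the shares of that list most, to odds ratios of 1.11 (adjusted p 0.684) and 1.39 (adjusted p 0.209). With FPKM scaled by median-of-ratios, the response to reactive oxygen species lost its call in H460 (8 of 17, odds ratio 2.66, adjusted p 0.121), and the cellular response to oxidative stress had 36 of 87 (odds ratio 2.12, adjusted p 0.00907). Genes of a list are co-regulated, and Fisher's test treats them as independent.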

All possibly relevant BP terms were presented in the bubble chart and ROS related terms (e.g., GO: 0006979, GO: 0000302, GO: 0034599) were significantly enriched (Fig. 3C). GSEA was also performed. The results demonstrated that response to ROS was markedly positive regulation in H460 and A549 treated with ISP-I (H460: normalized enrichment score (NES) = 1.35, normalized p-value (P) = 0.000; A549: NES = 1.36, P = 0.000) (Fig. 3D). 

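The genes were ranked by the signal-to-noise ratio of their log2 values, and the hand-written oxidative stress list was tested with fgsea against 10000 random gene lists. The normalized enrichment score (NES) was 1.42 in H460 (p 0.00741, Benjamini-Hochberg adjusted p 0.0296 over 4 sets and 2 lines) and 1.46 in A549 (p 0.00579, adjusted p 0.0296). These p values come from random genes, not from random libraries. The ranking that moved the score most was the moderated statistic of limma in H460 (NES 1.78, adjusted p 0.00358). Leaving out ISP-I library 3 of H460 gave 1.36 with an adjusted p of 0.0544, and leaving out control library 3 of A549 gave 1.42 with 0.052. Ranking the DEGs alone gave 1.65 (adjusted p 0.0808) and 1.55 (0.144). The sets made of direct annotations did not rise. The response to oxidative stress had NES -1 in H460 and -1.07 in A549, the response to reactive oxygen species 0.94 and 0.93, and the cellular response to oxidative stress -0.89 and -0.98, with adjusted p of 0.638 to 0.684. These sets and the hand-written list are not the set behind Fig. 3D. Camera did not separate the hand-written list from the other genes. Its median relative to all genes was -0.01 in H460 (camera with a correlation of 0.01, Benjamini-Hochberg adjusted p 0.452) and 0.01 in A549 (0.864). Fry, which tests a list against no change, called it higher in H460 (adjusted p 0.00155) and A549 (0.000427). A small p from fry can go with a list that moved no more than the rest. Members of the hand-written list changed in each direction, so its median alone does not exclude a shift. HMOX1, a member of the list, rose from 53.2 to 2906 FPKM in H460 and from 44.7 to 465.3 in A549. NRF2 targets, a separate list, had a relative median of -0.18 in H460 (adjusted p 0.544) and -0.38 in A549 (adjusted p 0.0302). The A549 fall of that list had an adjusted p of 0.0652 without control library 3.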

According to the above analysis, we hypothesized that ROS accumulation was pivotal biological processes triggered by ISP-I. Next, we identified excess intracellular ROS contents through flow cytometry (Fig. 3E) and confocal microscopy (Fig. 3F). The data indicated that treatment with ISP-I (10μM) for 48h significantly increased cellular ROS levels in H460 and A549 cells, and 2 mM ROS scavenger NAC could effectively decrease ROS accumulation.

ROS accumulation could trigger cell death in many aspects 26. We next assessed whether ROS was involved in ISP-I-induced NSCLC growth inhibition. As shown in Fig. 4A and 4B, the changes of cell morphology (Fig. 4A) and viability (Fig. 4B) after ISP-I treatment in H460 and A549 were remarkably reversed by the addition of NAC. Taken together, ROS accumulation is required for ISP-I-mediated tumor growth inhibition in NSCLC cells.

### The ROS-mediated PI3K/AKT signaling pathway was involved in the anti-tumor performance of ISP-I

To find the detailed mechanism underlying ROS-mediated tumor inhibition, we analyzed DEGs by KEGG pathway. Several pathways could be affected by ISP-I and one of the most enriched pathways was the PI3K/AKT signaling pathway (Fig. 5A). This pathway is notably ROS-regulated and performs important functions in cancer cell proliferation and apoptosis 27. 

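The KEGG column of the deposited table names single genes and no pathways, so the PI3K/AKT pathway was split into 3 lists written by hand. Of its core kinases and regulators, 35 of 107 tested genes were DEGs in H460 (32.7% against 25.7% of the other genes, Fisher's odds ratio 1.41, adjusted p 0.159) and 13 of 106 in A549 (12.3% against 7.7%, odds ratio 1.68, adjusted p 0.159). Ligands and receptors of the pathway gave 25 of 72 (odds ratio 1.54, adjusted p 0.159) and 9 of 73 (1.69, adjusted p 0.205), and its matrix proteins and integrins 13 of 47 (1.1, adjusted p 0.74) and 7 of 46 (2.16, adjusted p 0.159). Taking every gene of the table as the background moved the core list most, to odds ratios of 2.16 (adjusted p 0.00104) and 2.35 (adjusted p 0.0176). That background counts genes without reads as unchanged. Among the direct GO terms, AKT signaling had 15 of 32 genes called in H460 (odds ratio 2.55, adjusted p 0.0262) and 3 of 30 in A549 (1.33, adjusted p 0.5). PI3K signaling had 10 of 30 (1.44, adjusted p 0.5) and 3 of 27 (1.5, adjusted p 0.5). Tested 1-sided beside every direct term, AKT signaling ranked 114 in H460 (adjusted p 0.243) and 1480 in A549 (0.99). PI3K signaling ranked 956 (0.796) and 1329 (0.924) there. The H460 call of AKT signaling came from genes called higher (odds ratio 3.9, adjusted p 0.0116, against 1.03 for genes called lower), and its adjusted p was 0.126 with median-of-ratios scaling. The called core genes were 13 higher and 22 lower in H460 and 5 higher and 8 lower in A549. Relative to all genes, the core list's median log2 fold change was 0.09 in H460 (camera, Benjamini-Hochberg adjusted p 0.786) and -0.06 in A549 (adjusted p 0.452). Fry called the core list lower in H460 (adjusted p 0.00751) and A549 (0.0353), but it does not set a list against the other genes. The ligand and receptor list was higher in H460 (median 0.35, adjusted p 0.0302) and not in A549 (-0.02, adjusted p 0.864). The matrix and integrin list was lower in A549 (-0.19, adjusted p 0.0252), with -0.14 in H460 (adjusted p 0.177). Among 16 lists, 7 in H460 and 8 in A549 had an adjusted p under 0.05. The lowest belonged to NF-kB and TNF response genes in H460 (median 1.75, adjusted p 6.83e-12) and to mitosis and G2/M genes in A549 (-0.88, adjusted p 5.51e-15). Of those calls, only DNA replication and p53 targets in A549 kept an adjusted p under 0.05 when camera estimated the correlation within each list (0.027 for each), and all but nuclear oxidative phosphorylation in H460 (0.0583) kept it with fry. That last list also lost its call without ISP-I library 1 (0.0861) or ISP-I library 2 (0.0841).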

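In H460, 17 genes from the PI3K/AKT pathway, the cell cycle and apoptosis were read from their FPKM in each library (limma on log2(FPKM + 1), adjusted p by Benjamini-Hochberg over all genes). PIK3CB (chromosome 3, 138652698 to 138834928) fell from 4.68 ± 0.365 to 0.998 ± 0.113 FPKM (mean ± SD; log2 fold change -1.51, SE 0.106, adjusted p 5.22e-06) and AKT1 (chromosome 14, 104769349 to 104795751) from 23.3 ± 3.58 to 4.40 ± 0.222 (-2.16, SE 0.135, adjusted p 2.95e-06). MTOR (-0.93, adjusted p 0.000468), EIF4EBP1 (-2.34, 3.29e-05), CDK1 (-1.89, 6.42e-06) and CCNB1 (-1.68, 2.32e-05) fell as well. FOXO3 (chromosome 6, 108559835 to 108684774) rose from 1.84 ± 0.199 to 21.6 ± 4.25 (2.98, SE 0.154, adjusted p 1.27e-06), CDKN1A (chromosome 6, 36676460 to 36687337) from 7.89 ± 0.69 to 63.1 ± 11.4 (2.84, SE 0.148, 1.3e-06) and GADD45A (chromosome 1, 67685201 to 67688334) from 10.4 ± 0.429 to 121.3 ± 41.3 (3.37, SE 0.211, 3.01e-06). Smaller rises were those of FOXO1 (1.21, adjusted p 8.81e-05), BBC3 (0.80, 0.00349), EIF4E (0.52, 0.00633) and TNFRSF10A (0.43, 0.00771). FAS (0.07, adjusted p 0.638), BAX (0.22, 0.343), TNFRSF10B (0.29, 0.0542) and FADD (0.36, 0.171) did not pass. FAS had 44 to 53 reads per H460 control library and 31 to 94 after ISP-I. Without ISP-I library 2 its change was -0.06, while FADD reached 0.57 (adjusted p 0.0208). Of the alternatives, limma voom on the recovered reads moved the H460 changes most (FOXO3 to 3.83). Median-of-ratios scaling, chosen after the data were seen, brought TNFRSF10B (0.57, adjusted p 0.00323) and FADD (0.63, 0.0327) past the threshold. Removing each library's trend with GC content, also chosen afterwards, brought BAX past it (0.59, 0.0091) and turned FAS to -0.04.
In A549, each of the 17 genes changed in the direction seen in H460. PIK3CB fell from 6.74 ± 0.302 to 3.41 ± 0.0916 (-0.81, adjusted p 4.34e-05), AKT1 from 14.4 ± 0.738 to 6.59 ± 0.152 (-1.01, adjusted p 1.09e-05), MTOR by 0.36 (adjusted p 0.00275), EIF4EBP1 by 1.22 (0.000206), CDK1 by 0.97 (0.000147) and CCNB1 by 0.78 (3.59e-05). FOXO3 rose from 3.46 ± 0.36 to 9.3 ± 0.493 (1.21, adjusted p 1.34e-05), CDKN1A from 50.3 ± 5.71 to 213.5 ± 8.38 (2.07, 1.32e-06) and GADD45A from 22.7 ± 2.55 to 136.1 ± 4.51 (2.54, 5.08e-07). BBC3 (1.73, adjusted p 2.16e-06), FAS (1.25, 1.02e-05), FADD (0.66, 7.81e-05), TNFRSF10B (0.63, 8.55e-05), TNFRSF10A (0.58, 0.000253), EIF4E (0.48, 0.00786), BAX (0.43, 0.018) and FOXO1 (0.36, 0.00415) rose. BAX lost its call without control library 1 (adjusted p 0.0607), ISP-I library 1 (0.0516) or ISP-I library 2 (0.072). In H460, 13 of the 17 had an adjusted p under 0.05 over all genes and 14 adjusted over the list alone, 9 passed a 2-fold change on log2(FPKM + 1) and 14 showed no overlap between 3 control and 3 ISP-I libraries, which 10% of genes do by chance. In A549 these numbers were 17, 17, 7 and 17. The added 1 draws low genes toward no change: as plain ratios of mean FPKM, MTOR (0.49) and BBC3 (2.41) in H460 were past 2-fold too. The list was taken from the paper's account of these same samples, so the counts adjusted over it are not independent evidence.

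**Figure D2:**
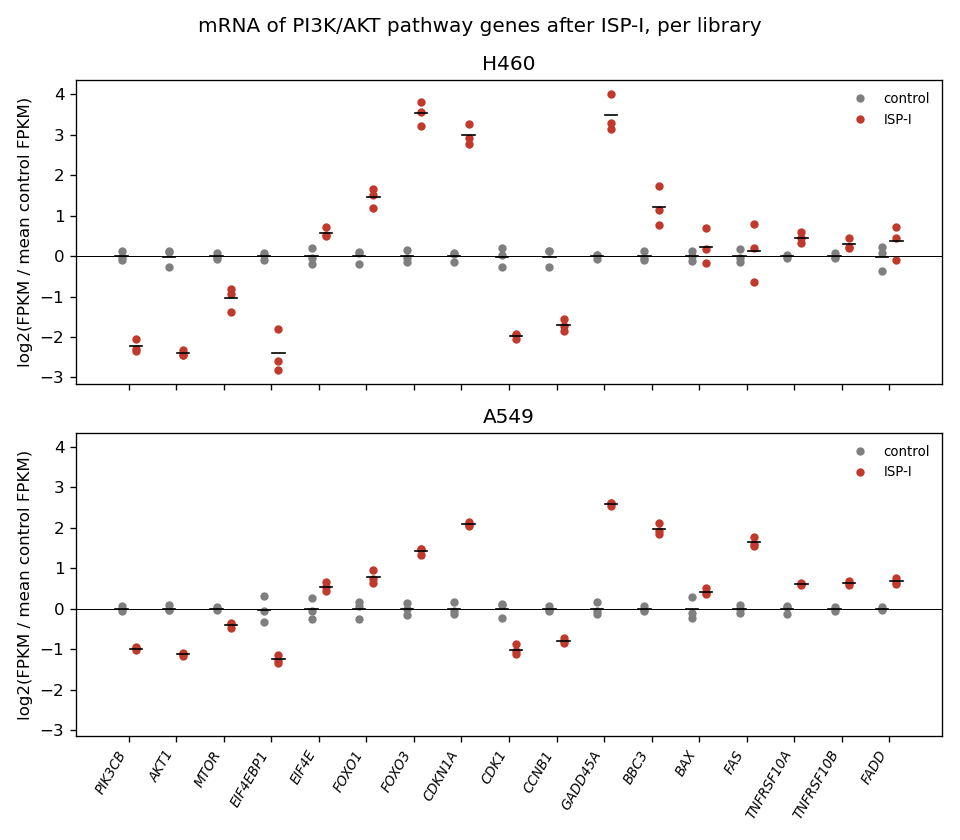
Log2 of FPKM over the mean control FPKM in each library for the 17 genes, in H460 and in A549. Grey, control; red, ISP-I (10 µM, 48 h); black lines, group means.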

Here, we identified that PI3K/AKT signaling pathway was significantly suppressed by ISP-I. A heat map showed the mRNA level alteration of several related genes, including PIK3CB (PI3K), AKT1 (AKT), MTOR, EIF4EBP1 (4eBP1), EIF4E (eIF-4E), FOXO1, FOXO3, CDKN1A (p21), CDK1 (cdc2), CCNB1 (cyclinB1), GADD45A (GADD45), BBC3 (Puma), BAX, Fas (Apo1, CD95), TNFRSF10A (Apo2, DR4), TNFRSF10B (DR5) and FADD, which were the crucial genes involved in PI3K/AKT signaling pathway and directly led to apoptosis and G2/M arrest (Fig. 5B). Next, we validated the expression of key differential genes mentioned above by qRTPCR, and the results were consistent with the RNA-seq analysis (Fig. 5C). We also used western blotting to verify PI3K/AKT signaling pathway inhibition. In H460 and A549, the expression levels of total PI3K, total AKT, total mTOR, p-PI3K, p-AKT and p-mTOR were obviously decreased after 48h treatment with ISP-I in a dosage-dependent manner, whereas total FOXO1/3a and p-FOXO1/3a were up-regulated (Fig. 5D).

ROS accumulation has been implicated as an upstream regulator in inhibition of PI3K/AKT pathway 28, 29. Circle plots from RNA-seq data depicted that the enrichment GO_BP terms, especially ROS related, were closely correlated with several essential genes involved in PI3K/AKT pathway (Fig. 6A). 

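The 7 pathway genes drawn in Fig. 6A are AKT1, FOXO1, FOXO3, CDKN1A, CDK1, GADD45A and PIK3CB, with FOXO1 drawn for H460 only. In the direct annotations of the deposited table, AKT1 carries the response to oxidative stress and FOXO1 and FOXO3 carry the cellular response to oxidative stress. None carries the response to reactive oxygen species, so 3 of 7 genes carry any of these 3 terms directly. Other terms on reactive oxygen were not looked up for these genes. All 7 were DEGs in H460 and 4 of 7 in A549 (AKT1, FOXO3, CDKN1A and GADD45A), where FOXO1, CDK1 and PIK3CB changed less than 2-fold on log2(FPKM + 1). Without the added 1, the ratio of mean FPKM of CDK1 was 0.496, just past 2-fold, and that of PIK3CB 0.506. With 1 library left out, these ratios ran from 0.461 to 0.516 for CDK1 and from 0.494 to 0.517 for PIK3CB. Leaving out 1 library at a time gave log2 fold changes in H460 of -2.29 to -2.09 for AKT1, -1.55 to -1.46 for PIK3CB, -2.01 to -1.79 for CDK1, 1.12 to 1.33 for FOXO1, 2.85 to 3.12 for FOXO3, 2.7 to 2.94 for CDKN1A and 3.11 to 3.54 for GADD45A. In A549 the ranges were -1.03 to -0.97, -0.84 to -0.78, -1.08 to -0.91, 0.31 to 0.39, 1.15 to 1.27, 2.01 to 2.16 and 2.48 to 2.62. On log2(FPKM + 1), AKT1 in A549 fell short of a 2-fold change without control library 3 (-0.97), and CDK1 passed it without that library (-1.08) or without ISP-I library 2 (-1.04). The difference of the change between H460 and A549 was 1.77 for FOXO3, -1.14 for AKT1, -0.92 for CDK1 and 0.86 for FOXO1. For GADD45A it was 0.83, for CDKN1A 0.77 and for PIK3CB -0.69. Median-of-ratios scaling gave 2.07, -0.88, -0.62, 1.13, 1.14, 1.08 and -0.52, in the same order. The paper concludes that the PI3K/AKT pathway was suppressed from KEGG enrichment, mRNA changes in the heat map and qRT-PCR of key genes. It also draws on western blots of total and phosphorylated proteins in cells and in xenografts. It states that terms on reactive oxygen were closely correlated with genes of the pathway. It further proposes that ROS mediated the inactivation, because NAC restored PI3K, p-PI3K, AKT and p-AKT (Fig. 6B). Of these steps, the RNA values bear on the enrichment, the mRNA changes and the terms: PIK3CB, AKT1 and MTOR fell and FOXO3 and CDKN1A rose in each line. Protein levels and phosphorylation were not analysed here. The order of ROS and the pathway cannot be read from these RNA values, which come from a single time point without NAC.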

We further treated H460 and A549 with 10μM ISP-I alone or in combination with 2mM NAC for 48h. The results showed that compare to single ISP-I treatment group, the expression levels of PI3K, p-PI3K, AKT and p-AKT in H460 and A549 were restored after ISP-I + NAC treatment, which suggested that PI3K/AKT pathway inactivation was mediated by ROS accumulation (Fig. 6B). In conclusion, these above findings validated that the PI3K/AKT signaling pathway was involved in ROS-mediated tumor inhibition.

### ISP-I inhibited growth of tumor in vivo

In vivo effect of ISP-I on NSCLC was determined via intragastric administration in a tumor-transplanted nude mouse model established by subcutaneously injecting H460 and A549 cells. After treating with ISP-I for 18 days at doses of 30 and 60 mg/kg, the tumor volume and weight were both significantly inhibited compared to vehicle-treated group (Fig. 7A-7B), while the body weight of mice was stable with a slight upward trend (Fig. 7C). Furthermore, we also generated orthotopic lung tumors to directly detect the efficacy of ISP-I against NSCLC in situ. After 18 days of treatment, the number and size of tumors in the lung of each experimental group (30 and 60 mg/kg) were significantly less than those in control group (Supplementary Fig. S2).

To further investigate whether ISP-I had potential cytotoxic effects on normal tissues, organs and blood samples of various treated groups (0mg/kg, 30mg/kg, 60mg/kg) were collected after oral administration for 18 consecutive days. HE staining of major organs exhibited no significant pathological changes, which revealed ISP-I was no noticeable major organ-related toxicities (Fig. 7D, Supplementary Fig. S3). Blood biochemical tests were carried out as well. The results showed that the liver and kidney function indicators between blank control group and ISP-I-treated groups were no statistical differences and remained at normal levels (Fig. 7E). In addition, to further evaluate ISP-I's effect on the more proliferating organs of the body, we added IHC staining analysis of proliferation markers Ki67 and apoptosis markers cleaved-caspase-3 of stomach, small intestine, skin, and eye. The results indicated that treatment with ISP-I did not exert an effect on the more proliferating organs in nude mice (Supplementary Fig. S3). To sum up, no significant tissue toxicity and inflammation were detected after treatment with ISP-I at the maximum daily dose of 60mg/kg. The above results indicated that ISP-I possesses a favorable tumor-suppressive effect as well as a good safety profile.

We next verified the mechanism of ISP-I's tumor-suppressing function in vivo. IHC was used to investigate the proliferation and apoptosis of xenograft tumor. ISP-I treated tumor tissues showed high cleaved Caspase-3 expression and low proliferation marker Ki-67 expression (Fig. 8A). DHE staining could be applied to detect the in situ ROS levels in frozen tissue sections 30. In our research, we found that DHE was markedly increased in ISP-I treated tumors compared with the controls (Fig. 8B), indicating excessive ROS accumulation. In western blotting of xenograft samples, ISP-I treatment led to a decrease in p-PI3K, PI3K, AKT, p-AKT levels compared with vehicle-treated group (Fig.8C). In conclusion, ISP-I significantly inhibited tumor growth in vivo by generation of ROS resulting in inhibition of PI3K/AKT pathway. These results were consistent with that in vitro.

## Discussion

The issues of toxic side effect and multidrug resistance (MDR) remain a challenge in the treatment and clinical management of NSCLC recently 31. It is crucial to find some small molecules with good therapeutic potentials and low toxicity to act as a novel drug candidate for comprehensive treatment of NSCLC 24. Repurposing old drugs in treating other diseases is a technique with many advantages including time and cost savings, since the safety and toxicity of candidate drugs have already been clearly studied 17. Carrimycin is a Chinese Food and Drug Administration (CFDA)-approved macrolide antibiotic 32. Here, we firstly isolated the active component of carrimycin, ISP-I, and verified its satisfying anti-NSCLC effect both in vitro and in vivo. Moreover, we identified that ISP-I possessed an excellent safety profile, based on its less toxic to human bronchial epithelial cell BEAS-2B in vitro and no significant weight loss or organ toxicities to oral administration mice in vivo. Therefore, we proposed that ISP-I represented a new therapeutic agent for NSCLC.

Apoptosis and cell cycle arrest are two main reasons in suppression of tumor growth 33, 34. In our study, we found that ISP-I could cause apoptosis and G2/M arrest. Apoptosis can be triggered via two canonical pathways: the intrinsic mitochondrial pathway, and the extrinsic apoptotic pathway 35. PUMA, BAX and BCL-2 are prominent members of BCL-2 family, which can trigger mitochondria-induced endogenous apoptosis through BCL-2/Caspase-9/Caspase-3 cascade reaction 23. Sequential activation of caspase-8 is the central event in the execution-phase of extrinsic apoptosis, and followed by the direct activation of effector caspases3 36, 37. Our results indicated that ISP-I led to both intrinsic and extrinsic apoptosis through caspase-dependent cell signaling cascades.

Cell cycle deregulation is a common mechanism of tumorigenesis and can help tumor cells escape from tumor-suppressive pathways 38, 39. Three major cell cycle checkpoints (G1/S, S phase and G2/M checkpoints) are pivotal steps in the process of cell cycle 40, which can be validated as targets for anti-tumor drugs 41. Our results showed that ISP-I suppressed cell proliferation associated with G2/M arrest. Activation of the cyclin B1/cdc2 complex is central to facilitate G2/M cell cycle transition, mainly mediated by dephosphorylation of cdc2 42, 43. P21, as a vital member of CDK inhibitor, suppresses cyclin B1/cdc2 complex activity by interacting with many important proteins, including cdc2 and GADD45A 44, thereby inhibiting the G2/M transition in various cancer types both p53-dependent and p53-independent 45, 46. In our study, we demonstrated that ISP-I markedly up-regulated the expression of p-cdc2 and p21, followed by decreasing the expression of cyclin B1 and cdc2. Overall, our results revealed that ISP-I could act as a cell cycle blocker regardless whether p53 whether present or not.

As is well known, induction of apoptosis and G2/M arrest is tightly controlled by various biological processes and regulatory molecules 47. Among them, excessively accumulated ROS is involved in tumor growth inhibition and acts as an important mediator which can cause apoptosis and cell cycle arrest via multiple routes 48, 49. According to our results, we found that ISP-I could significantly enhance ROS accumulation, whilst the ROS scavenger NAC almost entirely reversed the antitumor activity of ISP-I in NSCLC cells. Hence, ISP-I suppressed NSCLC cell growth through ROS over-accumulation, which may serve as a critical upstream regulator to the anti-cancer potentials of ISP-I. The baseline ROS levels of tumor cells are generally much higher than normal cells and increase along with the tumor progression due to its vigorous cell metabolism and proliferation 50, 51. These findings indicate that cancer cells may be more sensitive to agents that induce further ROS accumulation compared to normal cells 52, which provide a specific therapeutic window for tumor targeting. Taken together, ISP-I may act as a novel ROS inducer for anti-NSCLC treatment.

The PI3K/AKT pathway inhibition has been identified to strongly associate with ROS accumulation and involved in ROS-induced tumor suppression 53, 54. In our research, we confirmed that the PI3K/AKT pathway was significantly repressed and could be rescued efficiently by NAC. Our results therefore revealed the detailed mechanism underlying ISP-I-mediated cell growth inhibition caused by ROS over-accumulation. Aberrant activation of the PI3K/AKT pathway is prevalent across various cancer types, and often associates with the tumor progression and poor prognosis 55, 56. Activated AKT, as a key downstream effector of the P13K signaling pathway, can modulate numerous substrates' function involved in a variety of biological activities including cell growth, proliferation, death and metabolism (bad, procaspase-9, p21Cip/Waf1, mTOR, FOXOs etc.) 57. FOXOs are discovered as a tumor suppressor through activating G2/M arrest related genes CDKN1A and GADD45A, apoptosis related genes FAS, DR4 and DR5, respectively 58-62. FAS, DR4 and DR5 are important cell surface death receptors, which recruit FADD to induce death-inducing signaling complex (DISC) formation and subsequent caspase-8 activation 63. Activation of caspase 8 is an essential marker for extrinsic apoptosis. mTOR, which is another important downstream protein of PI3K/AKT signaling pathway, modulates cell growth and metabolism 64. According to the RNA-seq data and qRTPCR, we confirmed that PI3K/AKT pathway is inactivated through ROS accumulation caused by ISP-I, which in turn induced corresponding changes in numerous downstream genes related to apoptosis and G2/M arrest. The diversity of alterations in PI3K/AKT pathway (PIK3CB, AKT1, MTOR, FOXOs, CCKN1A etc.) provides several molecular therapeutic targets 65 and ISP-I exhibits an excellent potential of multiple-target inhibitions. These results indicated that ISP-I was a promising anti-tumor agent due to this unique multi-target ability, which may compensate for the deficiency of traditional single-target agents 66 and decrease the probability of chemotherapy resistance.

KEAP1 loss-of-function mutations occur in various cancer types and can decrease NRF2 degradation to activate the KEAP1/NRF2 antioxidant response pathway, which confers a poor prognosis 67. 17% of lung adenocarcinomas possess KEAP1/NRF2 alterations against oxidative stress 68. Some studies have demonstrated that combined aberrant activation of PI3K and KEAP1/NRF2 pathways can substantially promote NSCLC development and is often linked with chemotherapy drug resistance 69. In our study, we used NSCLC cell lines A549 and H460, which carried KEAP1 inactive homozygous mutations 70. The excellent anti-tumor effect shows that ISP-I provide a new therapeutic option targeting to NSCLC patients carrying KEAP1 mutation through excessive ROS accumulation and play dual roles as a PI3K/AKT pathway inhibitor simultaneously. In addition, numerous studies have shown that compounds leading to even higher oxidative stress can sensitize MDR cancer cells to certain chemotherapeutic drugs or even induce MDR cancer cells death, regardless of the underlying mechanisms of MDR 71. As a result, ISP-I is considered a promising alternative to overcome the drug resistance of MDR cancer cells. Moreover, ROS inducing agents are reported to be used in combination with traditional therapies, immunotherapy or other pro-oxidant agents to exert synergistic effects 9, 10, 54, 72. Therein, combined ISP-I with traditional chemoradiotherapy, immunotherapy or other pro-oxidant agents such as doxorubicin, β-phenylethyl isothiocyanates can probably exhibit a higher tumor killing activity and further increase their clinical efficacy along with a reduction of side effects to improve survival. These need to be further studied.

To sum up, our study shows that ISP-I, the active component of CFDA-approved macrolide antibiotic carrimycin, induces apoptosis and G2/M arrest through ROS-mediated PI3K/AKT signaling pathway inhibition, ultimately leading to NSCLC cell death. ISP-I is a novel ROS inducer and may be a promising candidate with low biological toxicity and multi-target ability for anti- NSCLC treatment.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Fig 1:**
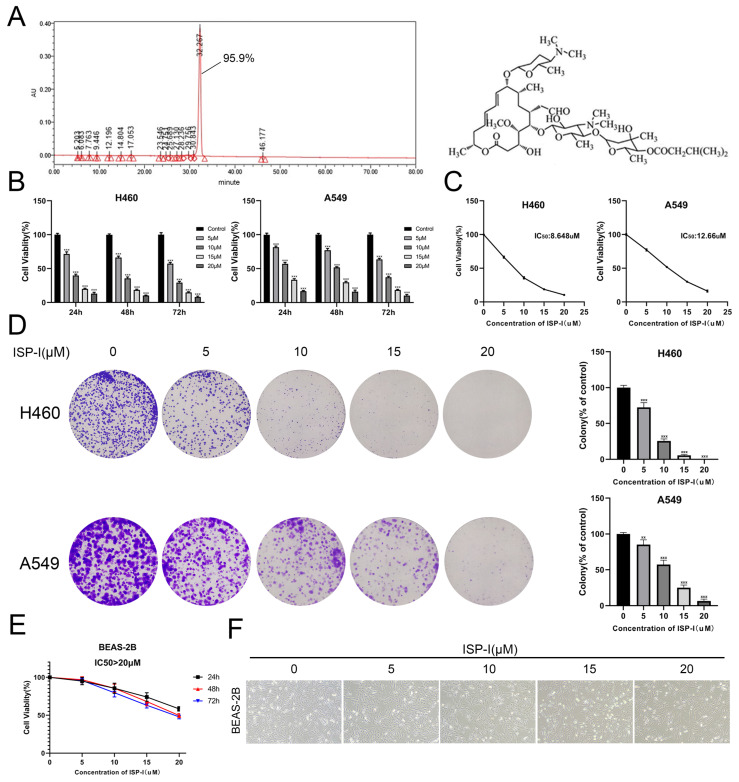
** SP-I suppressed NSCLC cell proliferation. (A)** The purity and chemical structure of ISP-I. **(B)** Cell viabilities of H460 and A549 treated with various doses of ISP-I were assessed by CCK-8 in 96-well plates. **(C)** IC50 values of ISP-I in H460 and A549 cells were determined after 48 h incubation by GraphPad Prism software. **(D)** Morphology and clonogenicity of H460 and A549 cells were visualized after crystal violet staining. Colonies were counted.** (E)** BEAS-2B were treated with varying doses of ISP-I at different durations. CCK-8 assay was performed for cell viability.** (F)** Morphology and number of BEAS-2B cells were observed under inverted microscope after 48h treatment with various dosages ISP-I. ** p < 0.01 and *** p < 0.001.

**Fig 2:**
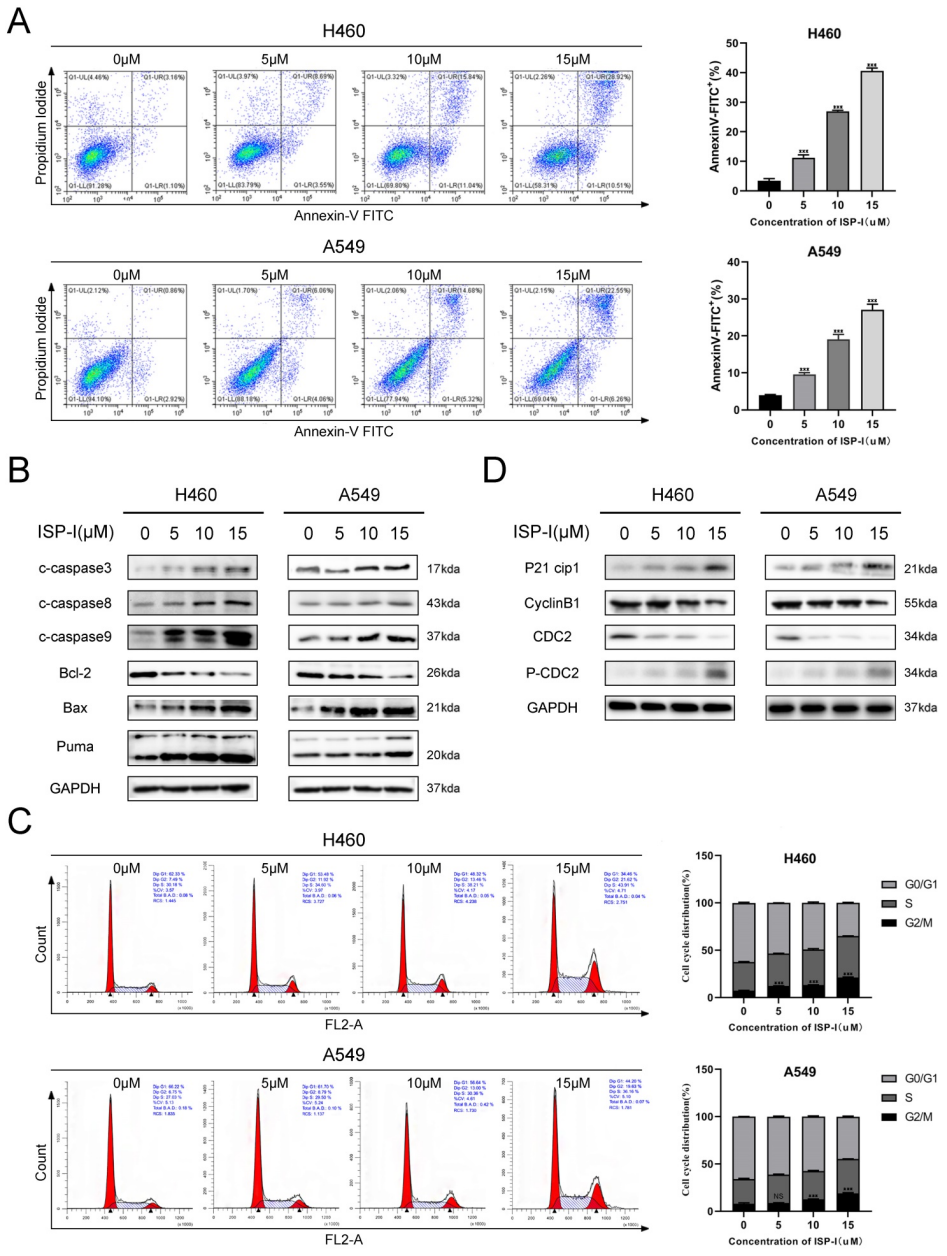
** ISP-I induced apoptosis and G2/M arrest in H460 and A549. (A)** NSCLC cells were exposed to increasing doses of ISP-I for 48h, and apoptosis was evaluated by flow cytometry analysis after Annexin V and PI double staining.** (B)** Bax, Bcl-2, Puma and cleaved Caspase 3/ 8/ 9 expression levels were evaluated when H460 and A549 were treated with ISP-I at 0, 5, 10 and 15 μM for 48h. **(C)** Cell cycle analysis after treatment for 48 h with increasing dosages of ISP-I. **(D)** Protein levels of p21, phospho-cdc2, cdc2 and cyclin B1 were investigated after treatment with increasing doses of ISP-I for 48 h by western blotting. ns p > 0.05, * p < 0.05, ** p < 0.01 and *** p < 0.001.

**Fig 3:**
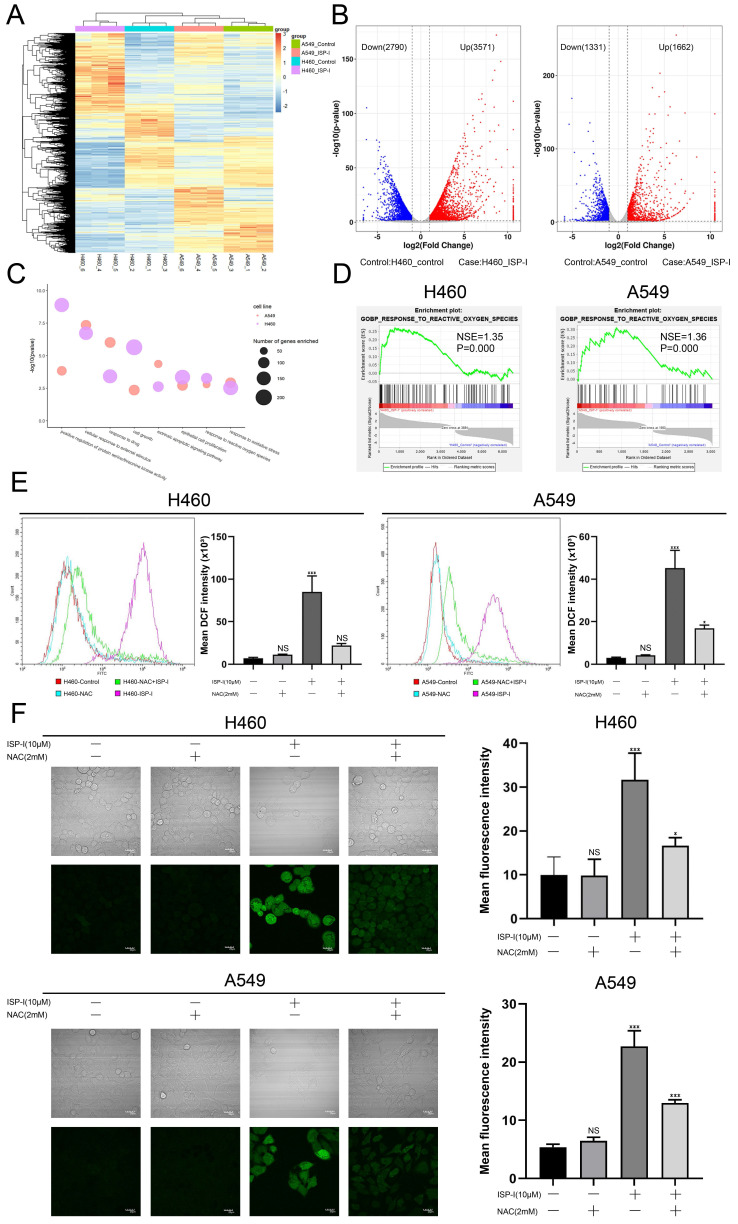
**ISP-I significantly enhanced the intracellular ROS levels in NSCLC cells. (A)** The cluster heat map of DEGs expression patterns of H460 and A549 after treatment with ISP-I vs. control as detected by RNA-Seq (up-regulated, red; down-regulated, blue).** (B)** Volcano plots showed DEG number of H460 and A549 after ISP-I treatment vs. control (up-regulated, red; down-regulated, blue; unchanged, black). **(C)** List of enriched GO_BP terms. **(D)** GSEA enrichment plots after ISP-I treated, NES and P were shown in each plot.** (E)** The relative fluorescence intensity for ROS generation by flow cytometry in H460 and A549 after ISP-I (10μM, 48h) with or without NAC (2 mM) treatment for 48h. **(F)** Confocal microscopy images of intracellular ROS generation in H460 and A549. Treatment protocols were the same as described in Fig. 3E. The mean fluorescence intensity for ROS generation was analyzed by Image J. Scale bars=20μm. ns p > 0.05, * p < 0.05 and *** p < 0.001.

**Fig 4:**
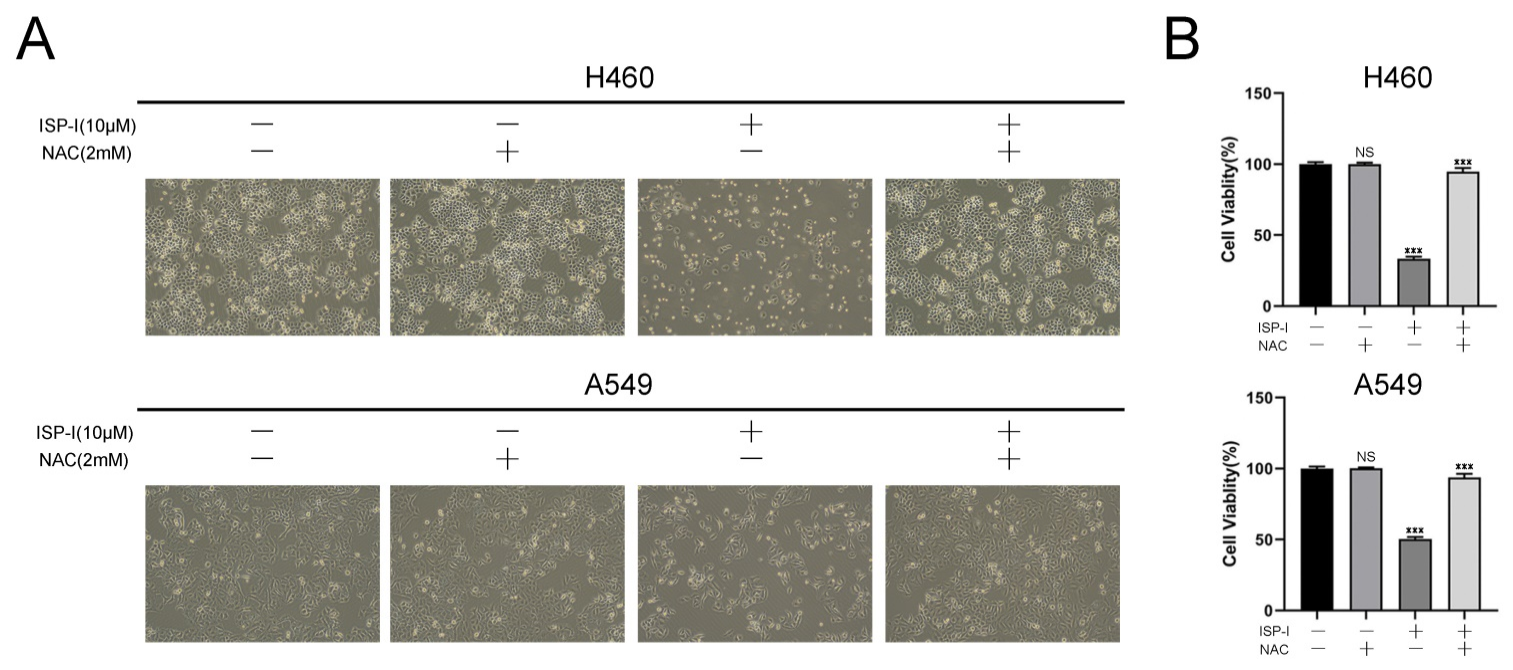
** The anti-tumor effect of ISP-1 depended on ROS accumulation. (A)** Changes in the morphology and cell numbers of H460 and A549 after indicated treatments as imaged by inverted microscope (magnification, 100×). **(B)** Viabilities of H460 and A549 cells after ISP-I (10μM, 48h) treatment with or without NAC (2 mM) were assessed by CCK-8 assay. *** p < 0.001.

**Fig 5:**
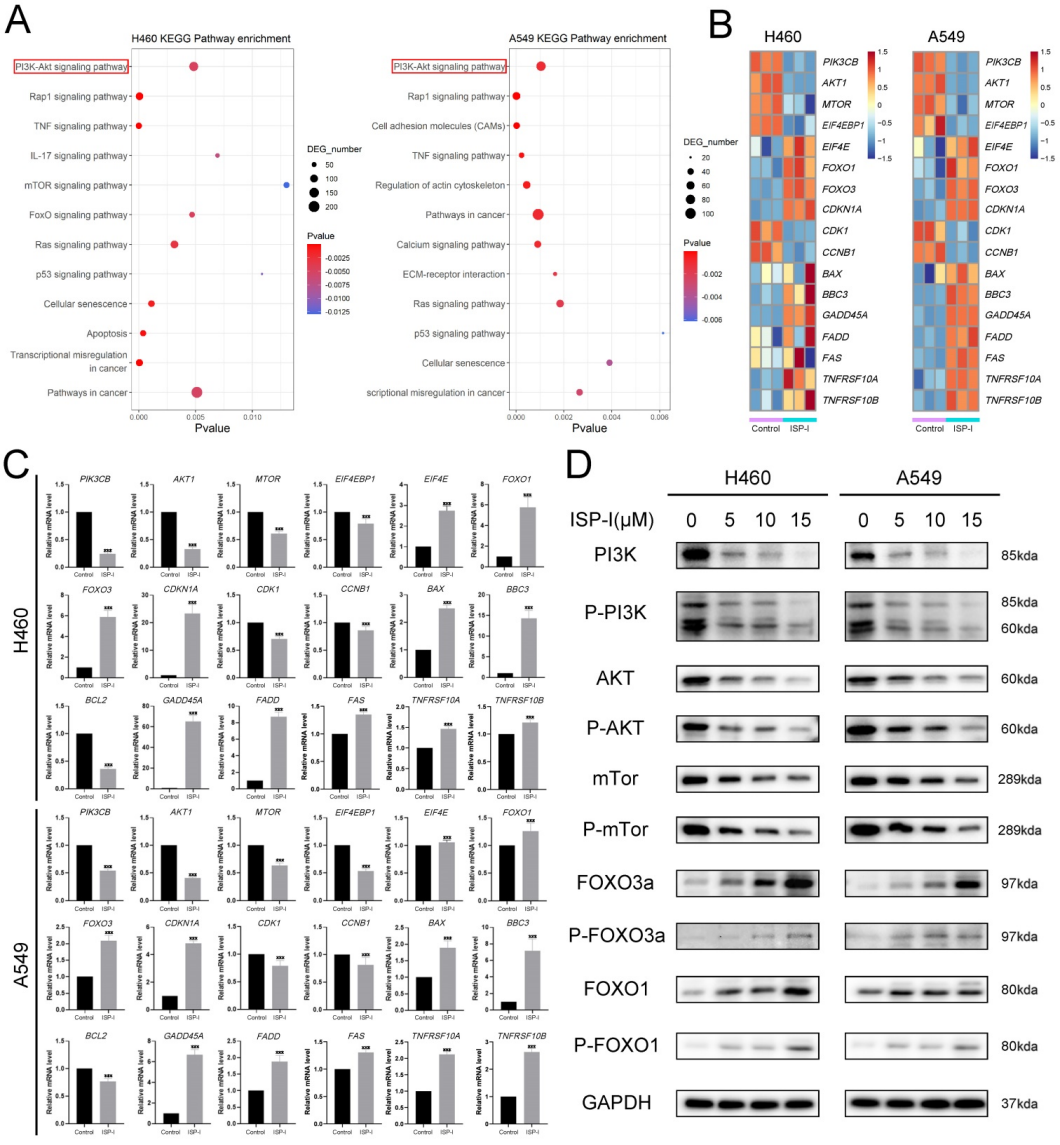
** The PI3K/AKT signaling pathway was significantly suppressed. (A)** The significantly enriched pathways of DEGs related with NSCLC growth were shown in the bubble chart by KEGG pathway analysis. **(B)** A heat map from RNA-seq dataset demonstrated the mRNA levels of crucial genes involved in PI3K/AKT signaling pathway in H460 and A549 after ISP-I treatment for 48h vs. control. (high expression, red; low expression, blue).** (C)** The mRNA expression levels of genes mentioned above was assessed by qRTPCR. **(D)** The protein expression levels of total PI3K, total AKT, total mTOR, total FOXO3a, total FOXO1, p-PI3K, p-AKT, p-mTOR, p-FOXO3a and p-FOXO1 were examined after ISP-I treatment for 48h in H460 and A549 by western blotting. *** p < 0.001.

**Fig 6:**
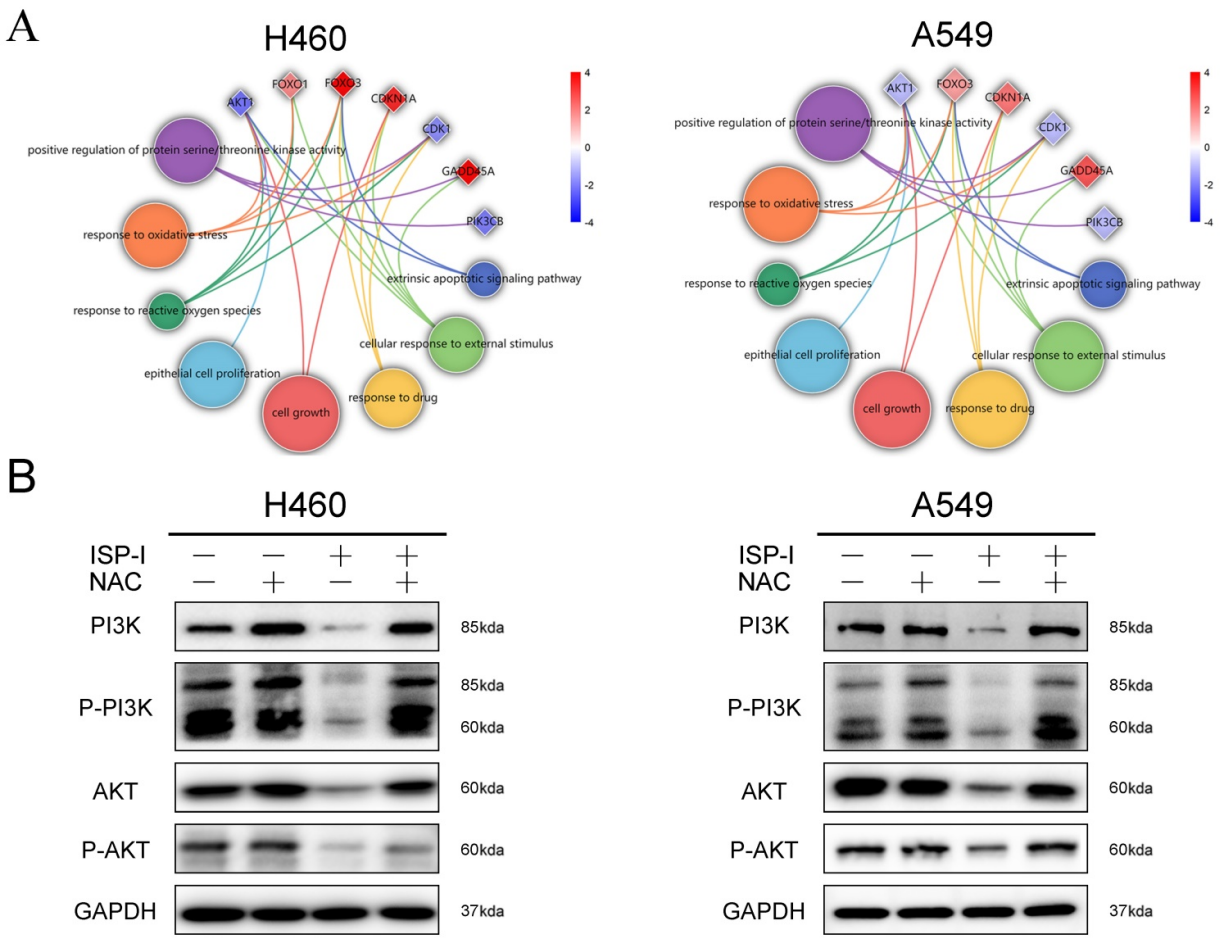
** PI3K/AKT signaling pathway inactivation was ROS-dependent. (A)** Circle plots from RNA-seq data revealed the relationship between enriched BP terms, including ROS related terms, and several essential genes involved in PI3K/AKT pathway. **(B)** The protein expression levels of PI3K, p-PI3K, AKT and p-AKT in H460 and A549 after ISP-I (10μM, 48h) treatment with or without NAC (2 mM) by western blotting.

**Fig 7:**
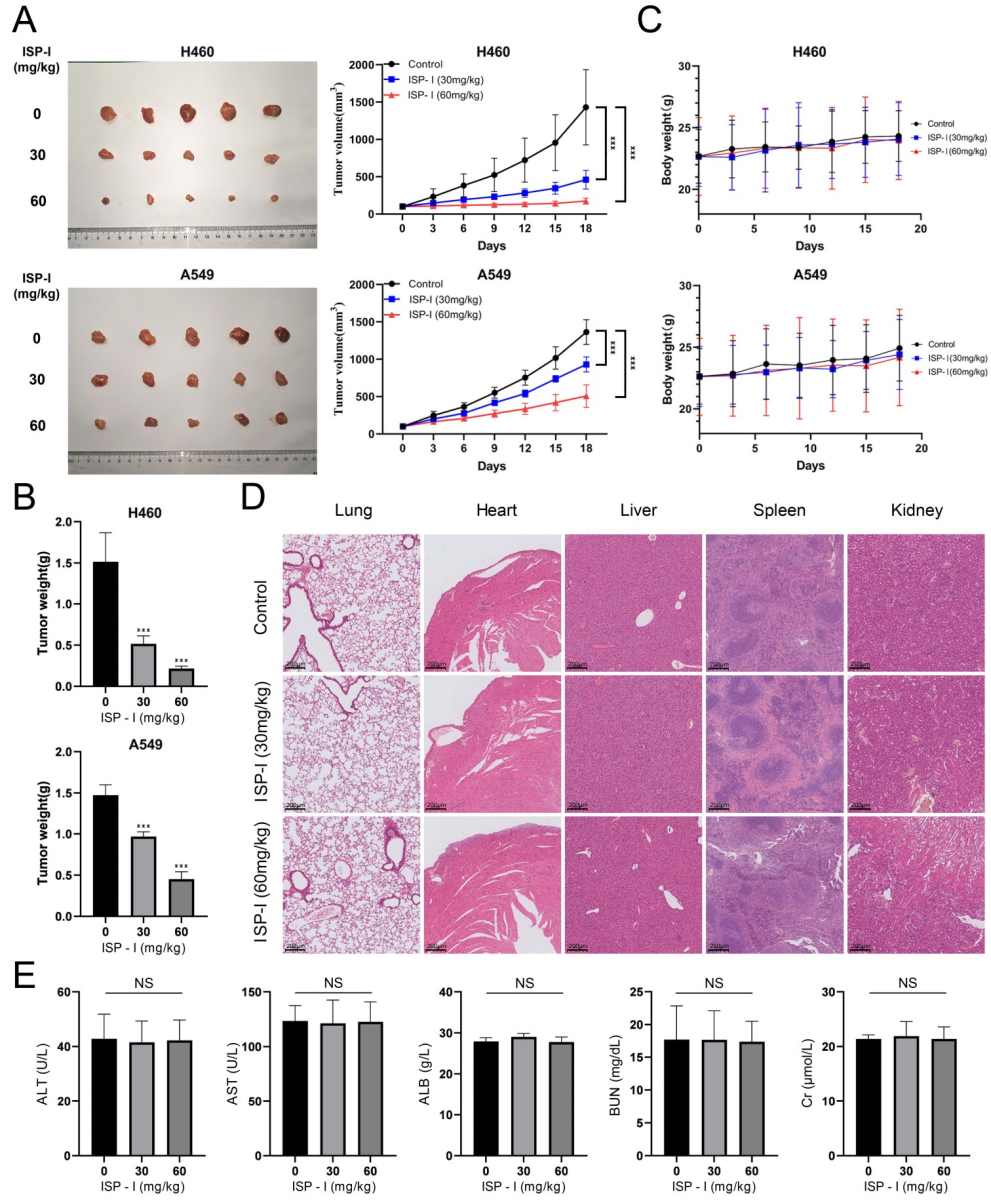
** ISP-I possessed a favorable tumor-suppressive effect as well as a good safety profile in vivo. (A)** Xenograft tumors in vehicle-treated group and ISP-I-treated groups (30mg/kg, 60mg/kg) after 18 days' treatment. Tumor volumes were calculated every 3 days to plot tumor growth curve. **(B)** Tumors weight in vehicle-treated group and ISP-I-treated groups (30mg/kg, 60mg/kg) at the end of experiments. **(C)** Body weight curve in nude mice. **(D)** The HE staining images of major organs in mice after vehicle- and ISP-I-treatment (30mg/kg, 60mg/kg).** (E)** Liver and kidney function indicators between blank control group and ISP-I-treated groups. n=5, *** p < 0.001.

**Fig 8:**
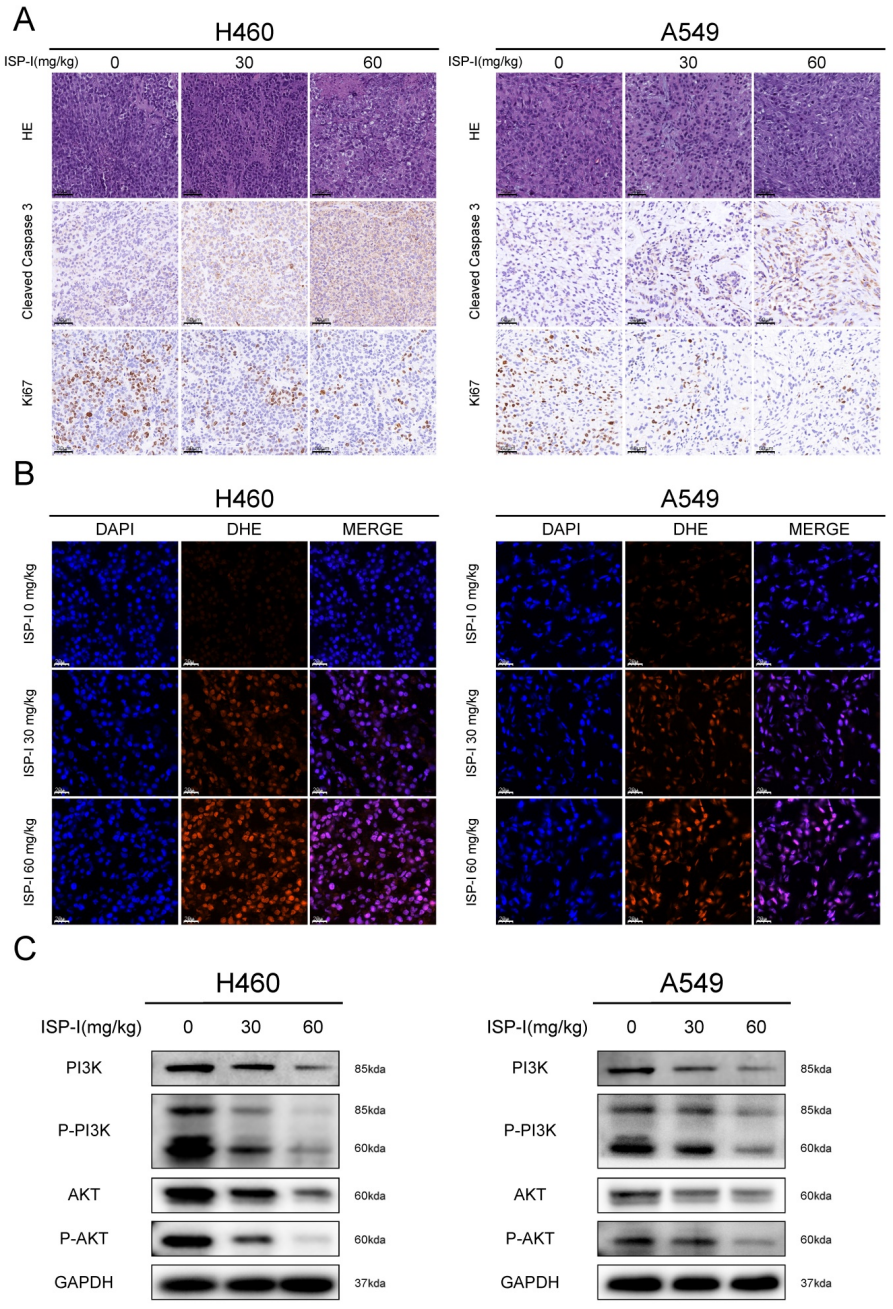
** ISP-I inhibited tumor proliferation and promoted tumor apoptosis in vivo by generation of ROS resulting in PI3K/AKT pathway inhibition. (A)** HE staining of tumor tissues and immunohistochemistry of Ki67, cleaved Caspase3 in vehicle-treated group and ISP-I-treated groups (30mg/kg, 60mg/kg). **(B)** Fluorescent microscopic observation of tumor tissues stained with DHE, which reflected ROS levels. **(C)** The protein expression of PI3K, p-PI3K, AKT and p-AKT in vehicle-treated group and ISP-I-treated groups (30mg/kg, 60mg/kg) by western blotting.

## Abbreviations

ISP-I: isovalerylspiramycin I
NSCLC: non-small cell lung cancer
RTKs: multiple receptor tyrosine kinases
PEG: polyethylene glycol
DHE: dihydroethidium
NAC: N-acetyl-l-cysteine
FBS: fetal bovine serum
DEGs: differentially expressed genes
GO: Gene Ontology
BP: biological processes
KEGG: Kyoto Encyclopedia of Genes and Genomes
MFI: mean fluorescence intensity
GSEA: Gene Set Enrichment Analysis
qRTPCR: quantitative real-time PCR analysis
HE: hematoxylin and eosin
IHC: immunohistochemistry
ALT: alanine transaminase
AST: aspartate transaminase
ALB: albumin
BUN: blood urea nitrogen
Cr: creatinine
MDR: multidrug resistance
CFDA: Chinese Food and Drug Administration

How the deposited data were processed for this re-analysis (not part of the article)

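RNA was sequenced from H460 and A549 cells, non-treated (control) or treated with ISP-I at 10 µM for 48 h, with 3 libraries per group and 12 libraries in all. The authors sequenced paired-end reads, filtered them with FastQC, mapped them to hg38 with HISAT2, counted them on genes with HTSeq and deposited FPKM, that is reads scaled by the listed gene length and by the library's total of reads on the listed genes. The column of gene length holds another unit, bases, and is not a measurement of a sample. The annotation version and the strand setting of the counting are not stated. The deposited values carry no normalization between libraries beyond the total of reads, and what the authors' own test for DEGs applied is not stated. FPKM times length was a whole multiple of a single step for 100% of the values in each library, so whole reads were recovered, and the depth was 14225849 to 17874422 reads per library. At the lowest depth, A549 control library 1, a single read stood for 0.0703 of the unit before division by gene length.

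Of the table's lines, 4 were pieces of an overlong annotation cell and were left out. Of the genes, 12 share a symbol with another gene, 615 have no GO term and 1924 had no reads in any library. Every per-sample column was used. The columns tell the line and the treatment only, so the libraries were grouped by these and numbered by their order within a group.

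The comparison, the threshold for calling a gene, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. In each line, log2(FPKM + 1) of the 3 ISP-I and 3 control libraries was compared with limma (version 3.58.1 in R 4.3.3) with a mean-variance trend, over genes with a mean of at least 0.1 FPKM, and p values were adjusted by Benjamini-Hochberg. A gene was called at a fold change over 2 and an adjusted p under 0.05. With a pseudocount of 1, log2 fold changes of genes near or under 1 FPKM are drawn toward 0. The difference between the lines was the interaction of line and treatment in a fit of all 12 libraries, called at more than 1 on the log2 scale and an adjusted p under 0.05. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

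Gene lists were written by hand from general knowledge, 16 in all: apoptosis, ATF4 and integrated stress response targets, cholesterol synthesis and uptake, cytosolic ribosomal proteins, DNA replication, lysosome and TFEB targets, mitochondrially encoded mRNAs, mitosis and G2/M, NF-kB and TNF response, NRF2 targets, nuclear oxidative phosphorylation, oxidative stress response, p53 targets, and the core, ligand and matrix parts of the PI3K/AKT pathway. They were tested with camera at a preset correlation of 0.01 between genes and adjusted over 32 tests. Shares of called genes were compared with Fisher's exact test against the other genes tested. Enrichment scores were computed with fgsea 1.28.0 on the signal-to-noise ratio of the log2 values, with 10000 random lists and a seed of 1. The genes that the table annotates directly with GO terms were added as sets after the data were seen, and all terms of 10 to 500 genes were tested beside them.

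Genes were named by rule: those the paper names at the RNA level, those whose protein or mutation it discusses (among them CASP8, CASP9, MKI67, KEAP1 and NFE2L2; the others are not reported), in each line the 5 largest rises and 5 largest falls among called genes with a symbol, a mean of at least 5 FPKM and no overlap between the groups, for each list the 3 members with the smallest p, and up to 5 genes called in opposite directions in the lines.

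The alternatives tried were a pseudocount of 0.1, a mean of at least 1 FPKM, no filter, at least 10 reads in every library, quantile normalization, a test against a fold change of 2 (limma treat), an unadjusted p, an adjusted p under 0.01, all 12 libraries in a single fit, and leaving out each library in turn. Added after the data were seen were limma voom on the recovered reads of genes with at least 10 reads in 3 libraries (with median-of-ratios factors and with library totals), FPKM scaled by median-of-ratios, and FPKM after removal of each library's smooth trend with the GC content of the transcript (lowess, span 0.3). The median-of-ratios factors by which FPKM was divided were 1.09 to 1.12 in H460 controls, 0.894 to 0.915 in H460 with ISP-I and 0.968 to 1.01 in A549.

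Labels were also exchanged. The 6 libraries of a line were split in the 10 ways that give 3 and 3. For the difference between the lines, 100 of 200 exchanges of control and ISP-I within the lines were drawn first. Then 100 of 200 exchanges of the lines within each treatment were drawn, and the 10 splits of the 6 ISP-I libraries between the lines were used last. In the last 2 schemes each library was taken relative to its line's control mean. Each later scheme was chosen after the results of the earlier ones were seen. AU-rich heptamers were counted in the 3' UTR of the MANE Select transcript of each gene, available for 98.6% of genes tested, with 10000 permutations.

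The code was tested on simulated data, in which reads were drawn for each line from the control means and the spread of the controls. In the ISP-I libraries, 200 genes with a mean of at least 5 FPKM were changed by more than 2-fold. The limma fit called 194 (97%) of them in H460 and 199 (99.5%) in A549, and 0 unchanged genes in either line. The voom fit called 200 (100%) and 199 (99.5%), with 3 and 1 unchanged genes. These shares do not cover genes of low expression, smaller changes or the wider spread of the H460 ISP-I libraries. The removal of a planted trend with GC content was tested in the same way.

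Flow cytometry, microscopy, western blots, qRT-PCR and the mouse experiments were not analysed here.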

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

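The exchanges of labels for the difference between the lines, the splits for the gene lists, the scaling by median-of-ratios and the control heptamer in this part were chosen after the result was seen. The tests on library size, abundant genes and gene length and the splits for the number of called genes were written before the fits. The tests on GC content and AU-rich heptamers were added after the fits, and what each explanation would give was written before that test was run.

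The paper states that A549 gave results similar to H460, and 2234 genes changed differently in the lines (interaction of line and treatment over 1 on the log2 scale, limma with Benjamini-Hochberg adjusted p under 0.05). Leaving out 1 library at a time gave 2035 to 2647 genes, and median-of-ratios scaling 2127. When control and ISP-I were exchanged within the lines, 10 of 100 assignments gave as many genes, and another assignment gave 5450. All 10 kept the real labels of H460, so this exchange tests mostly whether H460 changed at all. When the lines were exchanged within control and within ISP-I, each library taken relative to its line's control mean, 8 of 100 assignments gave as many genes as the real one (2230), and another gave 2752. All 8 kept the real lines of the ISP-I libraries, as 12 of the 100 did. When the 6 ISP-I libraries alone were split between the lines, only the real split of 10 gave as many genes (1 of 10, 2230 genes against 0 in the next), which is the smallest share 10 splits allow. Each of the later exchanges was chosen after the result of the earlier ones had been seen. The shares are set largely by these designs, in which 1 of 10 is the least possible or the assignments as large all kept the real labels of a part, so they decide neither for nor against the sampling of libraries. Which property of the lines sets the size of the response was not tested.

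Among genes called in opposite directions, NEFL had an interaction of -4.79 (-2.28 in H460 and 2.51 in A549), PTGES -3 (-2 and 1), HSBP1L1 -2.52 (-1.08 and 1.44) and TRIB3 -2.28 (-1.06 and 1.22). The median interaction of all genes was -0.16 and became 0.02 after median-of-ratios scaling, which gave -4.46, -2.70, -2.26 and -1.98 for these genes, each still past the threshold. NEFL in A549 controls was low (1.2 FPKM), and the pseudocount draws its fold change toward 0 there.

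Of the heat map genes, 4 passed the interaction threshold: AKT1 (-1.14), EIF4EBP1 (-1.12), FOXO3 (1.77) and FAS (-1.17). After median-of-ratios scaling AKT1 was -0.88 (adjusted p 0.00054, limma with Benjamini-Hochberg) and EIF4EBP1 -0.82 (adjusted p 0.0442), each short of the threshold, while FOXO3 was 2.07 and FAS -1.01. The same scaling brought FOXO1 from 0.86 to 1.13, CDKN1A from 0.77 to 1.08 and GADD45A from 0.83 to 1.14. Whether AKT1 and EIF4EBP1 pass the threshold therefore depends on the scaling, while FOXO3 and FAS passed with each.

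Of the 16 gene lists, 8 differed between the lines (camera on the interaction, Benjamini-Hochberg adjusted): cholesterol synthesis and uptake (median interaction -0.78, adjusted p 0.00528), cytosolic ribosomal proteins (-0.81, 0.0019), DNA replication (-0.61, 0.0019), mitosis and G2/M (-0.56, 0.00862), nuclear oxidative phosphorylation (-0.71, 0.00528), lysosome and TFEB targets (0.51, 5.54e-07), NF-kB and TNF response (1.25, 5e-14) and PI3K/AKT ligands and receptors (0.20, 0.00297). After median-of-ratios scaling the medians were -0.49, -0.52, -0.35, -0.27, -0.42, 0.80, 1.5 and 0.33, in the same order, with adjusted p of 0.00688 or less for each. Scaling therefore brings the negative medians nearer to 0 and leaves their sign. The same scaling added ATF4 targets (0.27) and p53 targets (-0.34), each with an adjusted p of 0.0452. In H460, 3 of 10 splits of the libraries shifted as many lists (7), and in A549 1 of 10 (8, with 7 in the next). The other splits divide the ISP-I libraries unevenly, so they keep part of the treatment effect and are no comparison without it. They cannot tell whether camera's p values, which come from random genes, overstate what 6 libraries can show.

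The largest rises were of genes that the paper does not name. In H460 they were EGR1 (7.87), INHBA (6.75), IL24 (6.55), VGF (6.38) and PPP1R15A (6.34), and in A549 DHRS2 (5.83), EGR1 (4.82), VGF (4.17), IL24 (4.10) and MT1F (4.01). EGR1 is on the oxidative stress response list and PPP1R15A on the list of ATF4 targets, and the others are on none of the 16 lists. Genes with at least 2 AU-rich heptamers in the 3' UTR rose by 0.438 in H460 and 0.134 in A549 over genes of equal UTR length with none (log2; permutation p 1e-04 in each line, the smallest that 10000 permutations can give). A control heptamer of the same bases gave 0.294 and 0.088. Most of the difference could therefore come from the base composition of the UTR, and the remainder is in line with slower decay of AU-rich messages. Decay was not measured, and a transcriptional response to stress was not tested apart from it.

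The size of the called sets was tested against technical causes. In H460 the real split of the libraries was the only one of 10 to call as many genes (1 of 10, with 0 in the next), and the same held in A549 (1 of 10, with 0 in the next). A share of 1 of 10 is the least that 10 splits allow. The other splits mix control and ISP-I libraries, which adds the treatment effect to the spread within groups, so the splits cannot decide. Library totals overlapped between the groups (lowest ISP-I total 14839238 in H460 and 14342949 in A549). The share of the 10 most abundant genes differed by 0.37 percentage points in H460 and -0.42 in A549. Log2 fold change had a Spearman rho with gene length of 0.034 and -0.084, and with GC content of the transcript of -0.195 and -0.131, under the 0.3 in size set as the limit. The GC trend was not absent: of 4 equal groups of H460 genes by GC content, the lowest had a median log2 fold change of 0.05 and the highest -0.31. Library preparation in separate batches for the groups was not tested, because no batch is named.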

How the results depend on the processing

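Median-of-ratios scaling, voom on the recovered reads, removal of the GC trend, the direct GO sets and, for single genes and lists, quantile normalization were chosen after the result was seen. The other alternatives were set before. Values are log2 fold changes, medians of lists relative to all genes (for fry, the plain median), odds ratios or NES.

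Of the log2 fold changes of named genes under other settings, 2823 stayed the same, 48 were stronger, 27 weaker and 24 reversed. Shifts of the lists other than oxidative stress response and PI3K/AKT core kinases and regulators stayed the same in 344, were stronger in 17, weaker in 25 and reversed in 6. Odds ratios of the GO terms stayed the same in 31, were stronger in 1, weaker in 13 and reversed in 5. NES of the GO sets stayed the same in 48, were stronger in 2 and reversed in 4.

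The number of genes called moved most with the treatment of low values and with the model. A pseudocount of 0.1 gave 2322 genes higher and 3464 lower in H460, 1336 and 1062 in A549, and 4239 genes with an interaction of line and treatment. Voom with median-of-ratios factors gave 3080 higher in H460 and 1354 higher and 1243 lower in A549. Voom with library totals gave 2375 and 3651 in H460 and 1393 and 1197 in A549. The test against a fold change of 2 gave 750 and 1052 in H460 and 227 and 173 in A549. An unadjusted p changed no count by more than 3 genes, so which reading of the paper's p is right matters little at this fold change.

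Genes that changed little reversed. In H460, median-of-ratios scaling gave KEAP1 0.02 and RPS6 0.15, and voom gave KEAP1 0.02 and RPS6 0.15. Removal of the GC trend gave FAS -0.04, GPX2 0.03, ITGB4 0.25 and KEAP1 0.10 in H460. A pseudocount of 0.1 gave NDUFA13 -0.02 in H460. Leaving out 1 library at a time gave, in H460, FAS -0.06 to 0.21, NDUFA13 -0.14 to 0.14, NDUFS4 -0.13 to 0.27, MT-ND3 -0.51 to 0.53 and RPS6 -0.44 to 0.05, and in A549, CXCL8 -0.13 to 0.10, RPS10 -0.04 to 0.25, IL7R -0.05 to 0.02, KEAP1 -0.15 to 0.02 and NFE2L2 -0.03 to 0.30.

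Some list shifts changed sign, the direction of their test or their call. The cytosolic ribosomal proteins in H460 went from -0.30 (adjusted p 0.164) to -0.63 (adjusted p 1.76e-07) without ISP-I library 3. The p53 targets in H460 went from 0.37 (adjusted p 0.0247) to -0.06 (adjusted p 0.541) among members on no other list. In H460, the apoptosis list was 0.22 with a pseudocount of 0.1, ATF4 targets -0.11 with at least 10 reads in every library, and the list of PI3K/AKT core kinases and regulators -0.01 with the GC trend removed. In A549, the list of PI3K/AKT pathway ligands and receptors was -0.05 with a pseudocount of 0.1. Among members on no other list, the oxidative stress response list was -0.11 in H460 and -0.07 in A549, and apoptosis -0.06 in A549. With fry, oxidative stress had -0.16 in H460 and 0.03 in A549, and the PI3K/AKT core list -0.06 and -0.04. In A549, ATF4 targets had -0.32 and ligands and receptors 0.00. Fry called oxidative stress higher in H460 (adjusted p 0.00155), against the sign of its median, and in A549 (0.000427). It called the core list lower in H460 (0.00751) and A549 (0.0353). In A549, ATF4 targets (0.348) and ligands and receptors (0.281) did not pass. Fry tests the genes of a list against no change and camera against the other genes, so a small p from fry can go with a list that moved no more than the rest.

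Shares of called genes depended on the definition. At any fold change the odds ratio of the oxidative stress list was 1.11 in H460 and 1.39 in A549, that of the GO term response to oxidative stress 0.96 in H460 and that of the GO term for PI3K signaling 0.79 in A549. With every gene as the background, the PI3K/AKT core list had 2.16 in H460 and 2.35 in A549. Counting higher genes alone gave 2.66 for ligands and receptors, 0.18 for matrix proteins and integrins and 2.09 for oxidative stress in H460. In A549 it gave 0 for the PI3K signaling term and 3.39 for oxidative stress. Counting lower genes alone gave 0.69 for ligands and receptors, 0.85 for the PI3K signaling term and 1.35 for oxidative stress in H460, and 0.95 for the AKT signaling term and 2.29 for oxidative stress in A549.

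For NES, the GO set cellular response to oxidative stress had 0.85 in H460 with median-of-ratios scaling, and 0.71 in H460 and 0.73 in A549 with the DEGs alone ranked. The GO set response to reactive oxygen species had -1 in A549 with the limma statistic. None of these sets had an adjusted p under 0.05 in those settings. The GO set response to oxidative stress passed in A549 with the limma statistic, as a fall (-1.43, adjusted p 0.0435).

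No paired analysis was possible because the columns carry no replicate number shared between the groups, so the replicate block set before was not run. The DESeq2 Wald test, upper-quartile normalization in edgeR, library size without TMM, the filterByExpr settings and glmTreat had been set for a table of counts and were not run. On the reads recovered from FPKM, limma voom was run in their place, and limma treat on FPKM stood in for glmTreat.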

Differences from the paper's values

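The paper gives 3571 genes as up-regulated in H460, and 1409 were found here. Of the alternatives set before the data were examined, none of those that were run closed this gap, and the nearest was a pseudocount of 0.1 (2322). Of those chosen after the data were seen, limma voom on the recovered reads with median-of-ratios factors gave 3080. The tests that had been set for a table of counts were not run on the recovered reads, so whether they would close the gap is not known. The paper gives 2790 genes as down-regulated in H460, and 2047 were found here, within 1.5-fold of it. Quantile normalization (1671) and a test against a fold change of 2 (1052) left that range. The paper has more genes up than down in H460, and here more were down. Quantile normalization (1709 up and 1671 down), and, chosen after the data were seen, FPKM scaled by median-of-ratios (1928 and 1441), removal of the GC trend (1724 and 1503) and limma voom with median-of-ratios factors (3080 and 2751) gave more up than down.

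In A549 the paper's bars in Fig. 3B, read by eye, stand at about 1700 genes up and about 1300 down, and 575 and 481 were found here. A pseudocount of 0.1 closed both gaps (1336 and 1062). So did limma voom on the recovered reads, chosen after the data were seen, with median-of-ratios factors (1354 and 1243) and with library totals (1393 and 1197).

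For the enrichment score of the response to ROS, the paper's values are 1.35 in H460 and 1.36 in A549, and the hand-written list gave 1.42 and 1.46, which is another set of genes. The paper's p is 0.000 in each line, and the p here was 0.00741 and 0.00579. Sets made of the genes directly annotated with response to oxidative stress, response to reactive oxygen species and cellular response to oxidative stress, chosen after the data were seen, had scores of -1, 0.94 and -0.89 in H460 and -1.07, 0.93 and -0.98 in A549.

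The paper calls ROS-related terms significantly enriched. On direct annotations, adjusted over 5 terms and 2 lines, cellular response to oxidative stress had an adjusted p of 0.00296 in H460 and 0.00974 in A549, response to oxidative stress 0.172 and 0.00385, and response to reactive oxygen species 0.00974 and 0.172. Adjusted over all direct terms, the values were 0.0805 and 0.16, 0.532 and 0.0715, and 0.191 and 0.665. The paper names PI3K/AKT among the most enriched pathways, and the hand-written core list had odds ratios of 1.41 in H460 and 1.68 in A549 (adjusted p 0.159 in each). With every gene of the table as the background, set before the data were examined, it reached 2.16 (adjusted p 0.00104) and 2.35 (adjusted p 0.0176). The direct GO term for AKT signaling, chosen after the data were seen, had an odds ratio of 2.55 in H460 (adjusted p 0.0262) and 1.33 in A549 (adjusted p 0.5). Adjusted over all direct terms, the AKT signaling term had an adjusted p of 0.243 in H460 and 0.99 in A549. In H460 the term had an odds ratio of 3.9 (adjusted p 0.0116 over 5 terms and 2 lines) for genes called higher alone. Counting genes called higher alone, the ligand and receptor list reached 2.66 in H460 (adjusted p 0.00362).

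The ratios of ISP-I to control in the paper's qRT-PCR (Fig. 5C, read by eye) were compared with the ratios of mean FPKM. The qRT-PCR values are relative to GAPDH and FPKM to the library's total, so the scales differ. The ratios lay on the same side of 1 for 18 of 18 genes in H460 and 17 of 18 in A549. They differed by more than 1.5-fold for 12 and 5 genes. No alternative set before the data were examined (a pseudocount of 0.1, leaving out each library) closed any of these gaps. Median-of-ratios scaling, chosen after the data were seen, was not applied to these ratios. Dividing by its factors (1.09 to 1.12 in H460 controls and 0.894 to 0.915 with ISP-I) would raise every H460 ratio. That is toward the paper's value for each differing H460 gene except FOXO3, so some H460 gaps may depend on the scaling. Factors this near to 1 cannot close the widest gaps, such as those of GADD45A, FADD and BBC3 in H460. In H460 the paper's values in Fig. 5C and those found here were, for AKT1, about 0.33 and 0.189; for EIF4EBP1, about 0.79 and 0.198; for EIF4E, about 2.7 and 1.5; for FOXO1, about 5.8 and 2.78; for FOXO3, about 5.9 and 11.7; for CDKN1A, about 23 and 8.00; for CDK1, about 0.70 and 0.253; for CCNB1, about 0.86 and 0.307; for BAX, about 2.5 and 1.21; for BBC3, about 14 and 2.41; for GADD45A, about 65 and 11.6; and for FADD, about 8.7 and 1.32. In A549 the paper's values in Fig. 5C and those found here were, for CDK1, about 0.79 and 0.496; for BBC3, about 7.1 and 3.91; for BCL2, about 0.77 and 1.66, on the other side of 1; for FAS, about 1.3 and 3.13; and for TNFRSF10B, about 2.6 and 1.56.

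The paper's heat map in Fig. 5B shows 11 genes as raised and 6 as lowered, and all 17 changed in that direction in each line. In H460, 4 of the raised genes had an adjusted p over 0.05: FAS (0.638), BAX (0.343), TNFRSF10B (0.0542) and FADD (0.171). TNFRSF10B passed with all 12 libraries in a single fit (0.00906), and, chosen after the data were seen, with quantile normalization (0.0371), median-of-ratios scaling (0.00323), voom (0.00201) and removal of the GC trend (0.00241). FADD passed without H460 ISP-I library 2 (0.0208), and, chosen after the data were seen, with median-of-ratios scaling (0.0327), voom (0.0284) and removal of the GC trend (0.0111). BAX passed with removal of the GC trend alone (0.0091), and FAS passed with none.

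The paper's Fig. 6A draws CDK1 and PIK3CB for A549, and their log2 fold changes were -0.97 and -0.81 here on log2(FPKM + 1), short of 2-fold. As a plain ratio of mean FPKM, CDK1 was past 2-fold (0.496) and PIK3CB was not (0.506). Leaving out 1 library could reverse either. PIK3CB was 0.494 without A549 control library 3. CDK1 was 0.503 to 0.516 without A549 control library 1 or 2 or ISP-I library 1 or 3. CDK1 was past -1 without A549 control library 3 (-1.08) and without A549 ISP-I library 2 (-1.04), and stood at -1 with a pseudocount of 0.1. Of the settings chosen after the data were seen, quantile normalization (-1.01), voom (-1.02) and removal of the GC trend (-1.13) took CDK1 past it. PIK3CB reached -1 with voom and -0.96 with a pseudocount of 0.1.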

Other observations

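The tests on scaling, on genes with reads at equal depth and on olfactory receptor genes in this part were chosen after the result was seen. The gene lists and what each would do if its explanation held were written before.

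More genes fell than rose in H460 on the values as deposited. After median-of-ratios scaling 57.2% of the called genes were higher, with quantile normalization 50.6% and with removal of the GC trend 53.4%. These settings centre the change of all genes, so a more even balance is built into them, and whether the scaling by library total or a real excess of falls lies behind the deposited values is left open. These shares do not tell the amount of RNA per cell, because no spike-in was used here.

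More genes had reads after ISP-I. At an equal depth of 14225849 reads, H460 ISP-I libraries had 15541 to 15755 genes with reads against 14765 to 14914 in controls, and A549 15753 to 15857 against 14925 to 15062. Library size is therefore not the source. Reads spread evenly over the genome, as from DNA or unspliced RNA, are left open. Reads on 388 olfactory receptor genes, which would pick up such reads, rose from 28 to 37 per control library to 58 to 126 in H460, and the genes among them with reads from 9 to 16 up to 21 to 39. In A549 the genes with reads rose from 9 to 14 up to 19 to 24. The ISP-I library nearest to an even spread had reads on 21 of these genes in H460 and 19 in A549, fewer than the 43 and 27 an even spread gives at the least, but all 3 H460 controls and 2 of 3 A549 controls were short of it too, and the added reads were not tested apart from the rest. Wider transcription of silent genes was not tested.

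ROS that activates NRF2 would raise its targets, but the paper states that H460 and A549 carry inactive KEAP1, so NRF2 may be active already and the list cannot decide whether ROS acted on it. The list of NRF2 targets did not shift in H460 (camera with Benjamini-Hochberg adjusted p 0.544) and fell in A549 (adjusted p 0.0302, median -0.38 relative to all genes). The A549 fall was lost without control library 3 (0.0652) and among members on no other list (0.179). Without HMOX1 the list's median log2 fold change was -0.34 in H460 and -0.36 in A549. At an adjusted p under 0.05 with any fold change, 9 members were higher and 18 lower of 39 in H460, and 10 and 22 of 40 in A549. NFE2L2 itself rose in H460 (1.91) and not in A549 (0.18), with an interaction of 1.73.

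The list of lysosome and TFEB targets rose in H460 (adjusted p 2.06e-08, median 1.2) and A549 (adjusted p 0.000657, median 0.36), which is consistent with a load on lysosomes, as a weak base such as a macrolide may cause. The estimated correlation gave adjusted p of 0.0651 and 0.29. The list of cholesterol synthesis and uptake, which would rise if sterol were trapped in lysosomes, had adjusted p of 0.177 in H460 (median -0.41) and 0.0636 in A549 (0.23). The A549 list passed without control library 3 (0.0302), without ISP-I library 3 (0.0428) and with the GC trend removed (0.0335), so it is left open.

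The list of mitochondrially encoded mRNAs, which a macrolide acting on mitochondria could change, had adjusted p of 0.0743 in H460 (median -0.64) and 0.365 in A549 (-0.18). The H460 list passed without ISP-I library 1 (0.0492) and with the GC trend removed (0.0241). Protein made in mitochondria could fall with no change in these mRNAs. The list of cytosolic ribosomal proteins rose in A549 (adjusted p 8.5e-07, median 0.39) and not in H460 (0.164, -0.30), where leaving out ISP-I library 3 gave 1.76e-07 with a median of -0.63. The list of nuclear oxidative phosphorylation fell in H460 (0.0247, -0.39) and had an adjusted p of 0.273 in A549 (0.12), where it passed without control library 3 (0.0195). The H460 call was lost without ISP-I library 1 (0.0861) or ISP-I library 2 (0.0841).

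The p53 targets rose in H460 (adjusted p 0.0247, median 0.37) and A549 (adjusted p 1.83e-11, median 0.93). In H460 the shift was lost among members on no other list (median -0.06, adjusted p 0.541) and with the GC trend removed (0.067). ATF4 targets had adjusted p of 0.864 in H460 (median -0.24) and 0.0742 in A549 (-0.34), while ATF3 (3.65 and 3.08) and DDIT3 (3.42 and 3.01) rose in each line, so an integrated stress response is left open by these tests. The NF-kB and TNF response list rose in H460 (adjusted p 6.83e-12, median 1.75) and A549 (adjusted p 0.0346, median 0.16). The A549 shift was lost among genes with at least 10 reads in every library (0.249) and among members on no other list (0.242).

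DNA replication fell in H460 (adjusted p 5.16e-09, median -1.09) and A549 (1.5e-12, -0.79), and mitosis and G2/M in H460 (2.06e-08, -1.11), and MKI67 fell by 1.77 in H460 and 1.65 in A549. The cell cycle itself was not analysed here. The apoptosis list had adjusted p of 0.864 in H460 (median 0.13) and 0.177 in A549 (0.23). CASP8 changed by -0.48 in H460 and -0.17 in A549, and CASP9 by -0.99 and -0.50. KEAP1 changed by -0.26 and -0.08. BCL2 fell in H460 (-0.71, limma with Benjamini-Hochberg adjusted p 0.000413) and rose in A549 (0.27, adjusted p 0.0169), where the call was lost without control library 2 (0.0573) or ISP-I library 3 (0.0577).

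The other large falls in H460 were LGALS3BP (-4.81), KIF20A (-4.39), COL5A2 (-4.35) and OLFML2A (-4.13), and in A549 CLDN2 (-4.19), SUSD2 (-3.43), CYP24A1 (-3.03) and GPX2 (-2.89). Among the PI3K/AKT lists, the members with the smallest p included GYS1 (-2.51 in H460 and -0.89 in A549), PKN3 (-2.70 and -0.96), AREG (4.50 and -0.81), COL4A2 (-2.24 and -0.70) and ITGB4 (-0.13 and -1.91). The shift of PI3K/AKT pathway ligands and receptors in H460 was lost with at least 10 reads in every library (adjusted p 0.134), among members on no other list (0.186) and with median-of-ratios scaling (0.0727).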
